# dsRNA formation leads to preferential nuclear export and gene expression

**DOI:** 10.1038/s41586-024-07576-w

**Published:** 2024-06-19

**Authors:** Ivo Coban, Jan-Philipp Lamping, Anna Greta Hirsch, Sarah Wasilewski, Orr Shomroni, Oliver Giesbrecht, Gabriela Salinas, Heike Krebber

**Keywords:** RNA transport, RNA transport

## Abstract

When mRNAs have been transcribed and processed in the nucleus, they are exported to the cytoplasm for translation. This export is mediated by the export receptor heterodimer Mex67–Mtr2 in the yeast *Saccharomyces cerevisiae* (TAP–p15 in humans)^1,2^. Interestingly, many long non-coding RNAs (lncRNAs) also leave the nucleus but it is currently unclear why they move to the cytoplasm^3^. Here we show that antisense RNAs (asRNAs) accelerate mRNA export by annealing with their sense counterparts through the helicase Dbp2. These double-stranded RNAs (dsRNAs) dominate export compared with single-stranded RNAs (ssRNAs) because they have a higher capacity and affinity for the export receptor Mex67. In this way, asRNAs boost gene expression, which is beneficial for cells. This is particularly important when the expression program changes. Consequently, the degradation of dsRNA, or the prevention of its formation, is toxic for cells. This mechanism illuminates the general cellular occurrence of asRNAs and explains their nuclear export.

## Abstract (web summary)

Antisense RNAs boost gene expression by accelerating the export of mRNA from the nucleus to the cytoplasm through the Dbp2-mediated formation of double-stranded RNAs, which might explain the prevalence of antisense RNAs.

## Main

The discovery of pervasive transcription and the revelation of the large number of non-coding RNAs (ncRNAs) raised the question of their functionality^4,5^. ncRNAs are divided into small (shorter than 200 nucleotides) and long ncRNAs. The lncRNAs are represented globally in life and are in their entirety perhaps the least-well-understood class of transcripts. Importantly, the deregulation of lncRNAs has been associated with human diseases such as cancer and neurodegenerative diseases^6^. They are more like mRNAs than they are different: they are transcribed by RNA polymerase II with similar chromatin states and undergo 5′-capping, splicing and 3′-polyadenylation^7^, but most lack an open reading frame and therefore also the coding potential of mRNAs^8^. Several reports indicate nuclear functions for lncRNAs in *S. cerevisiae* in regulating coding genes by suppressing transcriptional leakage^9–11^ or by inducing transcription in response to environmental changes^12,13^. However, many antisense lncRNAs travel into the cytoplasm for reasons unknown, as becomes evident after mutation of the cytoplasmic exonuclease Xrn1 (ref. ^3^). Xrn1-mediated lncRNA degradation follows RNA translation and subsequent recognition through the non-sense-mediated decay (NMD) system, which detects the lack of an open reading frame^14^. Although some asRNAs have been shown to affect translation in human cells^15,16^, no cytoplasmic function for asRNAs is currently known in yeast. Thus, the export and cytoplasmic degradation of bulk asRNAs would seem to be a waste of energy for cells. We have discovered that asRNAs act as regulatory RNAs for their sense counterparts through dsRNA formation, which leads to their preferential nuclear export and a subsequent boost in gene expression.

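RNA was sequenced from total lysates and from cytoplasmic fractions of wild-type cells kept at 37 °C for 1 h, with 3 libraries of each. The authors aligned the reads to sacCer3 and deposited the number of reads counted on each of 20619 annotated features, without normalization. These features include 6692 mRNAs, 1656 XUTs, 847 SUTs, 925 CUTs and 5114 features named antisense. The counts summed to between 30881563 and 37361004 per library of total lysate, with a median of 33510252, and to between 25566779 and 35233991 per library of cytoplasmic fraction, with a median of 32699678. Features that overlap on one strand hold the same reads, so these sums exceed the number of reads. The fractions were compared with edgeR's quasi-likelihood test after TMM normalization, over the 11976 features with a mean count above 40 in the wild-type libraries, and p-values were adjusted by the Benjamini-Hochberg method.
At most mRNAs, more reads were counted on the opposite strand than on the feature of the gene. Of 888 mRNAs with a feature along the opposite strand and no other gene there, 802 had more counts per base on the opposite strand in total lysates, and the median log2 ratio of the opposite strand to the mRNA feature was 4.93. In a wider set, which includes mRNAs with another gene on the opposite strand, 69 ribosomal protein mRNAs had a median count of 62.3 on their own features and of 13813 on the feature along the opposite strand. The strand of all 6007 coding genes found in both the deposited annotation and the reference is the same in both. Each class of RNA is therefore given by the deposited names, as set before the data were examined, and by the strand of the reads, where a transcript takes the count of the feature opposite to it. The second way was chosen after the data had been seen. By name, the features of a class need not hold the reads of that class.

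**Figure D1:**
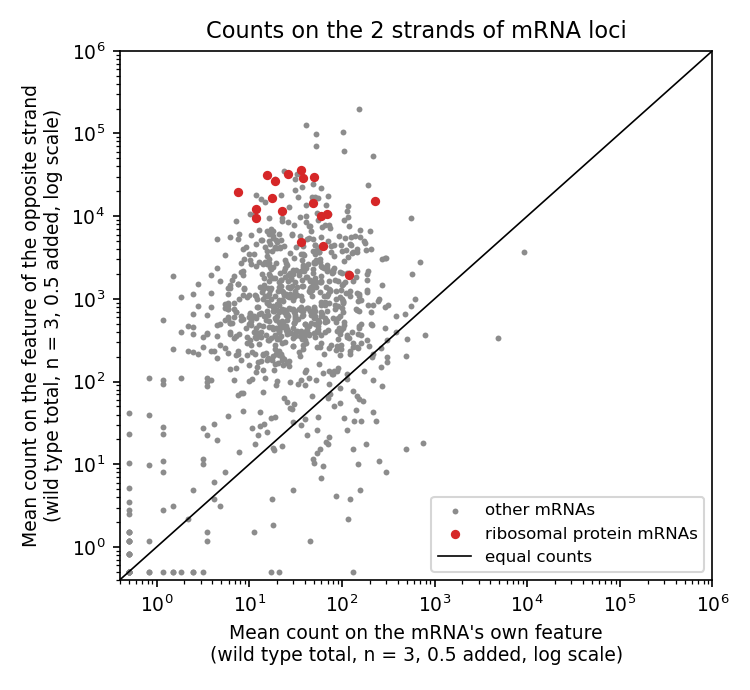
Mean count in wild-type total lysates on the feature of each of 888 mRNAs with no other gene on the opposite strand (x axis) and on the feature along its opposite strand (y axis), both on a log scale with 0.5 added. The line marks equal counts, and all 18 ribosomal protein mRNAs (red) lie above it.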

To obtain a global picture of nucleo-cytoplasmic RNA distribution in the eukaryotic model organism *S. cerevisiae*, we fractionated cells and determined the amount of RNA in the cytoplasmic fraction relative to the total RNA by RNA sequencing (RNA-seq) (Fig. 1a, Extended Data Fig. 1a–d and Supplementary Fig. 1a,b). As expected, ribosomal RNAs (rRNAs) increased in the cytoplasmic fraction, because they are part of the translating ribosomes, whereas small nucleolar RNAs (snoRNAs) were underrepresented, because they function in the nucleus. 

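By the deposited names, only the mitochondrial rRNAs passed the filter on the mean count. The log2 fold change from total to cytoplasm was -0.71 for 15S_rRNA (standard error 0.16, adjusted p = 0.0112 from edgeR's quasi-likelihood test) and -0.95 for 21S_rRNA (standard error 0.29, adjusted p = 0.0325). The 14 features of cytosolic rRNA had at most 15 counts in any wild-type library. Of the features opposite to cytosolic rRNA, 1 was tested, antisense2978 on chromosome XII from 456373 to 457732. It had 19, 38 and 20 counts in the total lysates and 64, 141 and 93 in the cytoplasmic fractions, a log2 fold change of 1.88 (standard error 0.35, adjusted p = 0.00593). A share of rRNA cannot be read from these files, since so few of its reads were counted.
The 10 snoRNAs tested by name had a median log2 fold change of -0.75, and 6 of them were lower in the cytoplasm. The 18 snoRNAs read from the opposite strand had a median of -1.03, and 13 were lower. In both cases the median per library was lower in every cytoplasmic fraction than in every total lysate (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). As a set, the snoRNAs named in the files lay below the other features (camera with a preset correlation, adjusted p = 0.00072). The call held with fry (adjusted p = 0.00212) and was lost with the correlation estimated from the data (adjusted p = 0.294). Scaled to the mitochondrially encoded transcripts, the median of the snoRNAs was 0.40 and that of all features was 1.15. The paper explains the rise of rRNAs by their place in translating ribosomes and the low level of snoRNAs by their function in the nucleus.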

Interestingly, we found that 23.69% of cellular mRNAs are greatly enriched in the cytoplasm, with many more being nuclear (42.14%). By contrast, 66.33% of asRNAs are greatly enriched in the cytoplasm (Fig. 1b and Extended Data Fig. 1e,f). This finding reveals striking differences in the overall cellular distribution of mRNAs and asRNAs, and led to the surprising observation that bulk asRNAs shuttle out of the nucleus. Furthermore, mRNAs with an equally highly expressed asRNA show on average an equivalent enrichment in the cytoplasmic fraction, whereas mRNAs with no considerable asRNA transcript are more likely to be nuclear (Fig. 1c). This indicates a possible determining role for asRNA transcripts in the cellular localization of their mRNA, perhaps by dsRNA formation.

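Of the 4202 mRNAs tested by name, 1000 (23.8%) were higher in the cytoplasmic fraction at an adjusted p under 0.05 and 654 (15.6%) were lower. Their median log2 fold change was 0.087, which is within the spread between replicates of 0.089. The median per library was still higher in every cytoplasmic fraction than in every total lysate (exact permutation test, two-sided, p = 0.1). Read by strand, 2396 mRNAs could be tested, of which 493 (20.6%) were higher and 515 (21.5%) were lower. Their median was -0.040, which is within the spread between replicates of 0.092 (exact permutation test of the medians per library, two-sided, p = 0.8). The share of higher mRNAs by name fell to 14.0% without replicate 3 of the cytoplasmic fraction and reached 27.7% without replicate 1. Without replicate 3 of the cytoplasmic fraction, 12.6% were higher and 13.4% lower by the strand of the reads. With library totals, 27.0% were higher and 12.7% lower by the strand of the reads, with a median of 0.098. With the replicate number as a block in the fit, 28.5% were higher and 20.4% lower by name. By the strand of the reads, that fit gave 26.5% higher and 30.9% lower. The normalization moved the share of higher mRNAs by name most, to 89.2% when the libraries were scaled to the mitochondrially encoded transcripts.
The mRNA features with the largest increase were CIC1 (log2 fold change 4.82, adjusted p = 0.00367 from edgeR's quasi-likelihood test), HTL1 (4.69) and MRPS17 (4.47). Those with the largest decrease were VMA9 (-3.26, adjusted p = 6.07e-05), ADE16 (-3.19) and RPL31A (-3.00). These are values of the named features, and the reads on them need not come from the named gene.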

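As asRNAs, 2329 XUTs, SUTs and CUTs were taken that lie on the strand opposite to an mRNA with at least 0.5 of their length inside it. Of the 2145 that were tested by name, 462 (21.5%) were higher in the cytoplasmic fraction and 343 (16.0%) were lower. Their median log2 fold change was 0.031 (spread between replicates 0.059), and as a set they did not stand apart from the other features with camera (adjusted p = 0.811), while with fry they passed the threshold (adjusted p = 0.0118, higher in the cytoplasm). With transcripts read by strand, antisense signal could be tested at 580 mRNAs with an annotated asRNA. It was higher in the cytoplasm at 207 (35.7%) and lower at 14 (2.41%), with a median log2 fold change of 0.44 (spread 0.22). The set lay above the other features (camera with a preset correlation, adjusted p = 3.31e-08), a call that held with fry (adjusted p = 0.00841) and was lost with the correlation estimated from the data (adjusted p = 0.181). The share of higher asRNAs by the strand of the reads was 20.6% without replicate 3 of the cytoplasmic fraction, and without replicate 2 it was 21.6%, with a median of 0.29. The share of lower asRNAs was 0.716% without replicate 3 of the cytoplasmic fraction and 2.97% without replicate 2. With the replicate number as a block in the fit, 41.4% were higher and 3.97% lower by the strand of the reads. By name, that fit gave 27.7% higher and 22.7% lower. The medians per library by the strand of the reads were higher in every cytoplasmic fraction than in every total lysate (exact permutation test, two-sided, p = 0.1). At 333 mRNAs with no annotated asRNA, antisense signal was higher in the cytoplasm at 44.4% and lower at 6.61%, with a median of 0.61. The rise was thus not limited to mRNAs with an annotated asRNA.
By name, the largest increases were those of XUT_3F-70 (log2 fold change 3.52, adjusted p = 0.00629 from edgeR's quasi-likelihood test), CUT046 (3.42) and XUT_4F-416 (2.51). The largest decreases were those of XUT_15R-327 (-2.71, adjusted p = 0.0385), SUT786 (-2.63) and SUT727 (-1.59). SUT786 had 329 counts in total lysate 1 and 44 and 43 in the other two, and without total lysate 1 neither SUT786 nor XUT_15R-327 passed the filter on the mean count.

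**Figure D2:**
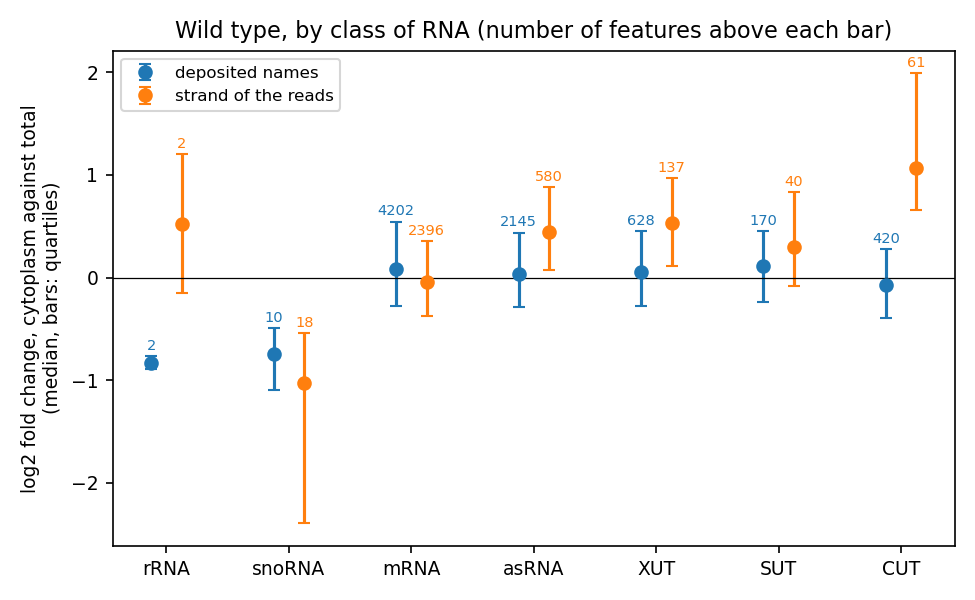
Median log2 fold change from total to cytoplasm in wild type (y axis) for each class of RNA (x axis), by the deposited names (blue) and by the strand of the reads (orange). Bars span the quartiles across features, and the asRNAs sit at 0.031 by name and at 0.44 by the strand of the reads.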

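RPKM values were computed from the deposited counts, the feature lengths and the library totals. By the deposited names, 932 mRNAs had an asRNA with an RPKM at least as high in total lysates, and their mean log2 fold change from total to cytoplasm was 0.40 ± 0.70 (SD across mRNAs). The 3049 mRNAs with no annotated asRNA had a mean of 0.15 ± 0.74 (SD). These are values of the named features. Where reads were counted on the opposite strand, the mRNA feature holds antisense reads and the asRNA feature those of the mRNA. The mean by the strand of the reads was 0.68 ± 0.71 (SD) for 29 mRNAs with antisense signal at least as high, and -0.020 ± 0.52 (SD) for 1552 mRNAs with no annotated asRNA. The difference of the group means, taken per library, was larger in every cytoplasmic fraction than in every total lysate in both cases (exact permutation test, two-sided, p = 0.1). It changed by 0.24 by name (spread between replicates 0.055) and by 0.67 by the strand of the reads (spread 0.22). With no filter on the count, the difference between the groups by name was 0.074. Without replicate 2 of the cytoplasmic fraction, the means by name were 0.21 and 0.014, and by the strand of the reads 0.51 and 0.0062. From this difference, the paper proposes a role of asRNAs in the localization of their mRNAs.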

**Fig. 1:**
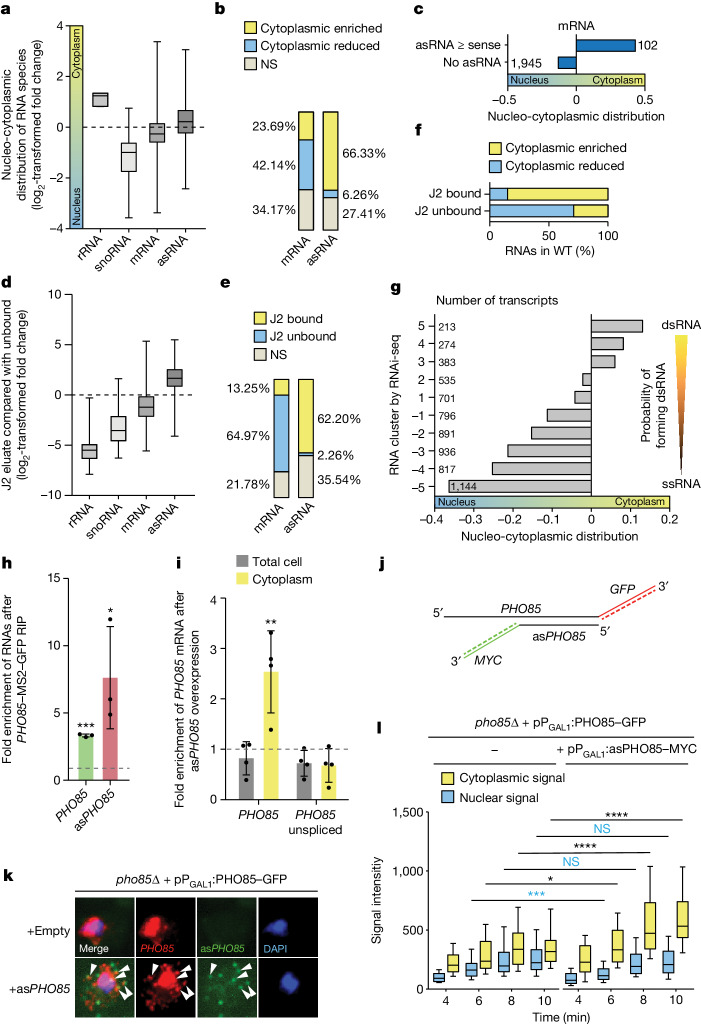
dsRNAs are mainly localized in the cytoplasm. **a**, Spatial RNA detection after fractionation RNA-seq experiment. The log_2_-transformed fold change of the cytoplasmic fraction compared with total lysate indicates the nucleo-cytoplasmic distribution. From *n* = 3 biologically independent samples. **b**, asRNAs are enriched in the cytoplasm. The percentage of unevenly distributed mRNAs and asRNAs from the fractionation RNA-seq is shown. NS, not significant. **c**, mRNAs localize to the cytoplasm when the asRNA is present in equal or higher amounts. Average nucleo-cytoplasmic distribution of mRNAs, based on their relative asRNA expression. **d**, J2 RIP experiments enriched asRNAs, as determined by the log_2_-transformed fold change of the J2 eluate relative to the unbound fraction. From *n* = 3 biologically independent samples. **e**, Percentage of significantly changed transcripts from the J2 RIP-seq. **f**, J2-enriched dsRNAs are cytoplasmic, as determined by their distribution in fractionation RNA-seq. WT, wild type. **g**, RNAs grouped by their enrichment in RNAi-seq^46^ analysed for their mean change in fractionation RNA-seq. **h**, *PHO85* mRNA forms dsRNA with *PHO85* asRNA (as*PHO85*) expressed from a plasmid. GFP pull-down with GFP-tagged MS2 loop-binding protein precipitates MS2-tagged *PHO85* mRNA and co-precipitates *PHO85* asRNA, determined by qPCR. From *n* = 4 biologically independent samples. **i**, Overexpression of *PHO85* asRNA shifts *PHO85* mRNA into the cytoplasm relative to no *PHO85* asRNA (dotted line). The qPCR result after the fractionation experiment and RNA isolation of the total and unspliced *PHO85* transcripts is shown. From *n* = 4 biologically independent samples. **j**, Hybridization with 12 Cy3-labelled probes detects a single *GFP*-tagged *PHO85* mRNA and 15 Alexa647-labelled probes detects the *MYC*(15×)sequence of *PHO85* asRNA. **k**, smFISH analysis shows dsRNA formation and a cytoplasmic shift of the *PHO85* mRNA signal with *PHO85* asRNA expression*.* The *pho85*∆ cells have a galactose-inducible *PHO85–GFP* and either an empty plasmid or the galactose-inducible as*PHO85–MYC*(15×) plasmid after 8 min galactose induction. The white arrowheads indicate colocalizing signal. From *n* = 4 biologically independent experiments with similar results. **l**, smFISH quantification of nuclear and cytoplasmic *PHO85* signal at different time points after galactose induction with or without simultaneous asRNA induction; *n* > 52 cells over 3 biologically independent experiments. Source Data

To identify dsRNAs in yeast we used the dsRNA-specific antibody J2 (ref. ^17^) in RNA co-immunoprecipitation (RIP) and subsequent RNA sequencing (RIP-seq) experiments (Fig. 1d and Extended Data Fig. 2a–c). This antibody recognizes dsRNAs 40 base pairs (bp) long and has already been used to determine the dsRNA transcriptome of *Escherichia coli*^18^. Remarkably, in yeast, J2 RIPs enriched more than 60% of all asRNAs in the eluate, but only around 13% of the mRNAs (Fig. 1d,e and Extended Data Fig. 2d,e), indicating that most of the asRNAs are part of a double strand, whereas this is only the case for a minority of the sense transcripts. Noticeably, snoRNAs and rRNAs were depleted in the J2 eluate (Fig. 1f), confirming the specificity of the antibody to dsRNAs formed by mRNA and asRNA pairs in yeast. The predominant enrichment of asRNAs is in line with the observation that asRNAs are on average expressed at 10-fold lower levels than the coding transcripts^19^ and simply have a higher probability of being present in a dsRNA. Moreover, single-cell analyses have shown that in only 10% of the cells is a sense RNA present together with its corresponding asRNA, but around half of the asRNAs are present with their sense transcript (Extended Data Fig. 3a). Most importantly, more than 80% of the RNAs that were enriched in the J2 eluate were cytoplasmic (Fig. 1f), indicating the increased cytoplasmic presence of dsRNAs. By contrast, most of the ssRNAs that did not bind to the J2 antibody were nuclear.

In yeast, dsRNA formation has previously been detected by a screen based on RNA interference (RNAi) in which the dsRNA-degrading RNAi system was artificially established, because *S. cerevisiae* had lost this system during evolution^20,21^. It allowed dsRNAs to be identified after Dicer expression by detection of the accumulating degradation products. The two datasets, the RNAi-seq and our J2 RIP-seq data, show a high correlation (Spearman’s rank correlation, *r* = 0.72; Extended Data Fig. 3b). We then grouped RNAs, on the basis of their enrichment in RNAi-seq, into ten clusters (Extended Data Fig. 3c) and applied fractionation RNA-seq. It became apparent that the more an RNA is prone to form a double strand, the more it is likely to localize to the cytoplasm in wild-type cells (*r* = 0.52; Fig. 1g and Extended Data Fig. 3d). 

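In the fractionated wild-type cells, lncRNAs were given a class only where they overlap no lncRNA of another class on the same strand. By the deposited names, the median log2 fold change from total to cytoplasm was 0.054 for 628 XUTs, 0.12 for 170 SUTs and -0.077 for 420 CUTs. Read by strand, where the signal antisense to the paired mRNA is taken, it was 0.53 at 137 XUTs, 0.29 at 40 SUTs and 1.06 at 61 CUTs. These last medians had spreads between replicates of 0.19, 0.26 and 0.46. Antisense signal at 333 mRNAs with no annotated asRNA had a median of 0.61. Without replicate 2 of the cytoplasmic fraction, the value at CUTs was 0.62 and that at XUTs was 0.37. At SUTs it was 0.17 without replicate 1 of the cytoplasmic fraction and 0.41 without total lysate 2. By name, the share with a higher level in the cytoplasm was 22.1% of XUTs, 24.7% of SUTs and 16.2% of CUTs. Without replicate 3 of the cytoplasmic fraction, it was 15.2% of XUTs, 12.4% of SUTs and 10.7% of CUTs, and XUTs also lay above SUTs without total lysate 1 (15.9 and 13.6%) and without total lysate 2 (14.3 and 14.0%). With all libraries, it was 40.1% at XUTs, 37.5% at SUTs and 67.2% at CUTs by the strand of the reads. The median overlap with the paired mRNA was 524 bases for XUTs, 547 for SUTs and 561 for CUTs. Over every annotated member of each class, the median overlap was 621 bases for XUTs, 828.5 for SUTs and 573 for CUTs.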

Gene-coverage analysis of the RNAi-seq data furthermore revealed that most of these dsRNAs are formed with Xrn1-sensitive unstable transcripts (XUTs), which show greatest cytoplasmic enrichment and longest overlap with their mRNA in lncRNAs, fewer with stable unannotated transcripts (SUTs) and even fewer with cryptic unstable transcripts (CUTs)^22^ (Extended Data Fig. 3e–g). Thus, asRNAs, along with mRNAs that have a high probability of being present in a dsRNA with their counterpart, show on average cytoplasmic enrichment.

To investigate whether an asRNA could indeed increase the cytoplasmic localization of its sense transcript, we randomly chose to study the cellular localization of the cyclin-dependent kinase *PHO85* mRNA. 

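PHO85 (YPL031C) lies on the minus strand of chromosome XVI of sacCer3 from 491745 to 493089, and SUT412 (ST3485) on the plus strand from 491929 to 492893. The PHO85 feature had 129, 88 and 84 counts in the wild-type total lysates, a mean RPKM of 2.36 ± 0.39 (SD, n = 3). The SUT412 feature had 1610, 1369 and 1455 counts, a mean RPKM of 45.2 ± 0.66 (SD, n = 3). If reads at this locus were counted on the strand opposite to the RNA, the SUT412 feature holds the reads of PHO85 mRNA and the PHO85 feature the antisense reads. From total to cytoplasm, the log2 fold change was -0.29 on the SUT412 feature (standard error 0.11, adjusted p = 0.0621 from edgeR's quasi-likelihood test) and -0.28 on the PHO85 feature (standard error 0.20, adjusted p = 0.300). The former passed the threshold with the replicate block (log2 fold change -0.29, adjusted p = 0.0263) and with DESeq2 (-0.30, adjusted p = 0.0387). It did so in 8 of the 14 alternatives that kept the direction, over which the adjusted p ranged from 0.0104 to 0.343. Scaled to the mitochondrially encoded transcripts, the values were 0.85 (adjusted p = 0.00431) and 0.86 (adjusted p = 0.0172), with a median of all features of 1.15, so both stay below the typical feature.

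**Figure D3:**
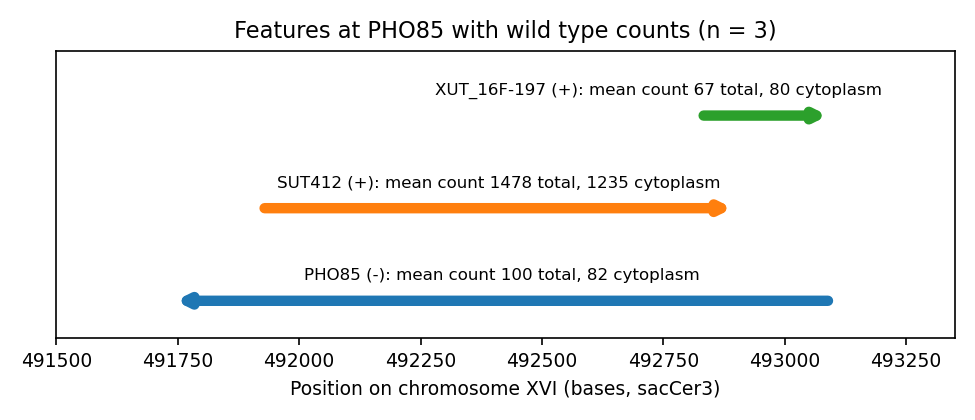
Features at PHO85 on chromosome XVI (x axis, position in bases), with arrows in the direction of the annotated strand. The mean wild-type count in total lysates is 1478 on SUT412 and 100 on PHO85.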

Based on its fractionation RNA-seq data, the *PHO85* transcript is expressed with average amounts and is mostly nuclear, whereas its asRNA (*SUT412*) is only barely detectable. First, we validated the double-strand formation of both transcripts in RIP experiments when the asRNA is expressed ectopically from a plasmid. For this, we used a *PHO85* mRNA tagged with 12 MS2 loops and placed the *PHO85* asRNA downstream of a galactose-inducible promoter (*PGAL1*) to control its transcription and raise the expression level. The GFP-tagged MS2-binding protein MCP was co-expressed, subsequently precipitated and the co-purified RNA was analysed. *PHO85* mRNA and its asRNA were present in the eluate, confirming that we had precipitated the RNAs as a double strand (Fig. 1h). Next, we carried out cytoplasmic fractionation experiments while overexpressing *PHO85* asRNA, and these revealed that the *PHO85* mRNA transcript notably shifted its distribution into the cytoplasm through elevated asRNA expression and dsRNA formation (Fig. 1i, Extended Data Fig. 4a,b and Supplementary Fig. 1c,d) For further validation, we placed both transcripts downstream of the inducible *GAL1* promoter, which enabled us to trace their export in single-molecule fluorescence in situ hybridization (smFISH) experiments. Because it is difficult for probes to bind in the dsRNA region, both transcripts were tagged and 12 (for the *GFP* tag) or 15 (for the *MYC* tag) probes with different fluorophores were designed to be complementary to the respective single-stranded tag (Fig. 1j,k). After induction, cells were collected and fixed at different time points for smFISH. The simultaneous induction with and without asRNA resulted in similar signal intensities for the *PHO85* mRNA over the course of the experiment (Fig. 1l). However, in combination with asRNA expression, the cytoplasmic pool of the sense transcript increased substantially compared with no asRNA expression (Extended Data Fig. 4c). The observed colocalization of both transcripts indicates that the effect is due to dsRNA formation. Indeed, a similar observation had already been made in human skin cutaneous melanoma cells, in which an increased transcription of the antisense RNA *TTN-AS1* resulted in increased cytoplasmic localization of its mRNA *TTN*. Remarkably, knockdown of the antisense form reduced tumour growth and metastasis^23^. Notably, allowing dsRNA formation to occur inhibited neither splicing nor nuclear quality control of the *PHO85* mRNA transcript, because no increased unspliced mRNA was detected in the total lysate or in the cytoplasmic fraction (Fig. 1i). Thus, asRNA can shift the nucleo-cytoplasmic distribution of its mRNA towards the cytoplasm, which is a previously unknown phenomenon that reveals a new layer of gene expression. To investigate whether dsRNA formation might alter the stability of the transcripts, we analysed previously published experimental data^24^ from a study that explored RNA stability through a precise pseudo-uridine labelling method and combined that study’s data with those of the RNAi-seq-based dsRNA probability and J2 RIP-seq. We observed no correlation between RNA stability and its occurrence in a double strand (*r* = −0.04, *r* = −0.13; Extended Data Fig. 5a,c). 

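Across the 4202 mRNAs tested by name, Spearman's rho between the RPKM in wild-type total lysates and the log2 fold change from total to cytoplasm was -0.53. Across 2396 mRNAs read by strand, it was -0.34. These correlations are across genes, which are not independent replicates. Because the total lysates enter both measures, the RPKM was also taken from the total lysates of mex67-5 xpo1-1, with a rho of -0.42 by name and -0.27 by the strand of the reads. Sorted by the strand-based RPKM, the fifth of mRNAs with the lowest expression had a median log2 fold change of 0.19 and the fifth with the highest expression had -0.37.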

Interestingly, mRNAs with a long half-life (*r* = −0.42) and a high expression level (*r* = −0.43) tend to be more nuclear (Extended Data Fig. 5b,c). Importantly, because the relative cytoplasmic distribution is not caused by higher stability of the dsRNA, a faster export rate of dsRNAs might rather be a possible explanation for their increased cytoplasmic presence.

It was already known that mRNAs use multiple molecules of the heterodimer Mex67–Mtr2 (human TAP–p15) for export, and these are recruited during quality control by the guard proteins. The karyopherin Crm1/Xpo1 supports export through interaction with the cap-binding complex attached to the 5′ end of the transcript^1,2,25–28^. It is evident from high-throughput analyses that Mex67 is also implicated in ncRNA export^29^. Furthermore, ncRNAs such as the lncRNA *TLC1* and snRNAs have been shown to be exported via the Mex67, Xpo1 pathway^28,30^. 

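Total lysates and cytoplasmic fractions of mex67-5 xpo1-1 cells, kept at 37 °C for 1 h, were sequenced with 3 libraries of each. The counts summed to between 32754083 and 35396033 per total lysate, with a median of 34679002, and to between 24532091 and 28433114 per cytoplasmic fraction, with a median of 26252660. They were deposited in the same unit as those of wild type, and features named antisense held between 62.3 and 68.3% of them. In all 6 mutant libraries, HIS3, a marker of the mutant strain, had between 1267 and 1924 counts, against 1 to 30 in wild type. MEX67 had between 6806 and 10488 counts on its own feature in the mutant and between 319 and 873 in wild type. CRM1, which encodes Xpo1, had between 215 and 357 counts in the mutant and between 111 and 229 in wild type. Between the total lysates, the log2 fold change was 0.85 on the CRM1 feature (adjusted p = 0.000614 from edgeR's quasi-likelihood test) and 0.14 on antisense2145 along its opposite strand (adjusted p = 0.466), with mean counts of 17224 in the mutant and 13190 in wild type on the latter. The counts do not show the mutations themselves. The change of the cytoplasm to total ratio between the strains was tested as an interaction over the 13145 features with a mean count above 40 in all 12 libraries.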

To determine whether dsRNAs also depend on this pathway, we repeated the fractionation RNA-seq in the *mex67-5 xpo1-1* double mutant that was shifted to its restrictive temperature at 37 °C for 1 h (Extended Data Fig. 6a,b). Indeed, all types of RNA were trapped in the nucleus, regardless of their probability of forming dsRNA, demonstrating their dependence on both export factors (Fig. 2a and Extended Data Fig. 7a). Furthermore, immunofluorescence and dot-blot experiments using the J2 antibody confirmed the cytoplasmic localization of dsRNAs in wild-type cells and the nuclear retention in *mex67-5 xpo1-1* (Fig. 2b,c and Extended Data Fig. 7b, c). 

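The ratio of cytoplasm to total was higher in mex67-5 xpo1-1 than in wild type for 601 features and lower for 746, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. By the deposited names, the mean change of the log2 ratio was -0.0062 for 4774 mRNAs (spread between replicates 0.18) and -0.055 for 2198 asRNAs (spread 0.038). With transcripts read by strand, it was -0.18 for 2422 mRNAs (spread 0.12), 0.072 for 731 asRNAs (spread 0.25) and -0.87 for 18 snoRNAs (spread 0.82). When each library was left out in turn, the mean for mRNAs by strand ranged from -0.22 (without wild-type cytoplasm 2) to -0.087 (without mutant cytoplasm 2). That for asRNAs ranged from 0.014 (without wild-type cytoplasm 1) to 0.21 (without wild-type cytoplasm 2). The mean by strand was 0.43 for 34 mRNAs with antisense signal at least as high (spread 0.21) and -0.23 for 1568 mRNAs with no annotated asRNA (spread 0.14). The median change of all features was -0.10 after TMM normalization and 0.21 with library totals. A shift shared by all features cannot be measured from these counts, since each library is scaled to its own reads. Groups by the probability of forming dsRNA come from other experiments and were not used here.
Within the mutant, 4132 features were higher in the cytoplasm than in total and 3953 were lower. The largest gains of the ratio among named mRNAs were those of PUL4 (2.08, adjusted p = 0.00238 from edgeR's quasi-likelihood test), DIB1 (2.01) and CDC12 (1.99), and the largest losses those of YNL190W (-2.53, adjusted p = 0.0198), APL1 (-2.19) and POC4 (-2.03). From its comparison, the paper concludes that these RNAs depend on both export factors.

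**Figure D4:**
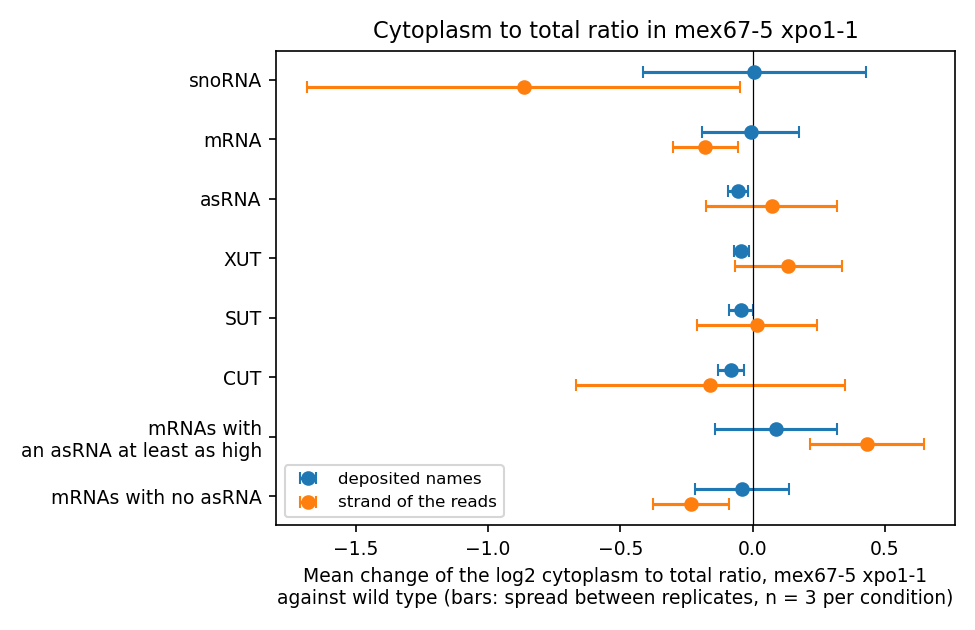
Mean change of the log2 cytoplasm to total ratio in mex67-5 xpo1-1 against wild type (x axis) for classes of RNA (y axis), by the deposited names (blue) and by the strand of the reads (orange). Bars show the spread between replicates, and snoRNAs lie lowest, at -0.87, by the strand of the reads.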

Importantly, inhibiting translation in the ribosomal subunit export mutant *nmd3-2*, the ribosome subunit joining mutant *rpl10*^*G161D*^ and the inhibitor cycloheximide increased the cytoplasmic dsRNA content, confirming the reliance on translation for resolution (Fig. 2b–d, Extended Data Fig. 7d and Supplementary Fig. 2a). These findings indicate the dependence of dsRNA export on the Mex67 mRNA export pathway and the need for translation to resolve dsRNAs.

**Fig. 2:**
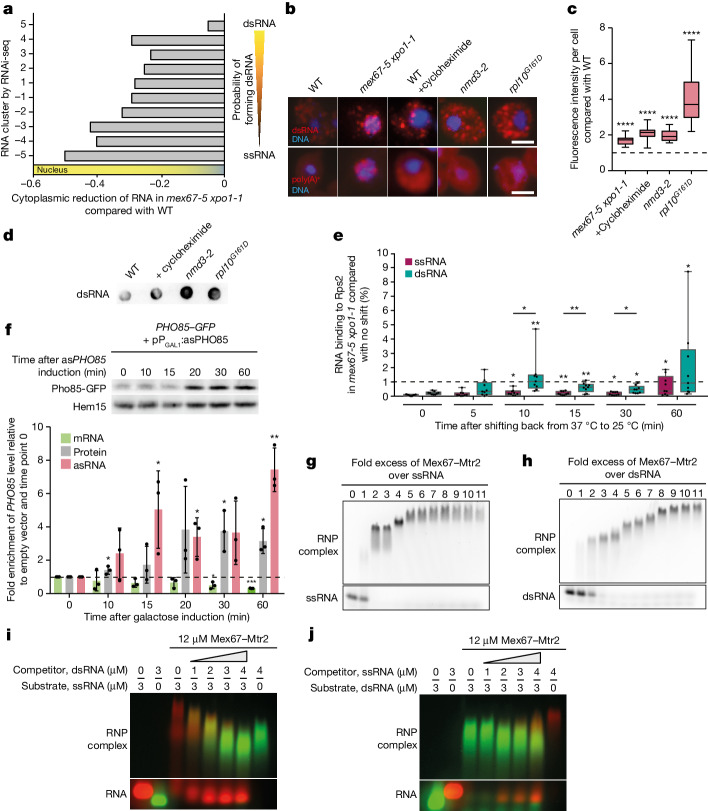
Mex67 preferentially binds dsRNAs for faster nuclear export. **a**, dsRNAs accumulate in the nucleus of *mex67-5 xpo1-1*, as determined by fractionation RNA-seq experiment. The average reduction of the cytoplasmic RNA relative to the wild type is based on groups defined by RNAi-seq. From *n* = 3 biologically independent samples. **b**, Exported dsRNAs reach the ribosome. J2 antibody IF with a Cy3-labelled secondary antibody (dsRNA) and FISH with a Cy3-labelled oligonucleotide d(T) probe were done for 1 h at 37 °C. From *n* = 3 biologically independent experiments. Scale bars, 3 μm. **c**, Fluorescence intensity quantification in J2 IF for 1  h at 37  °C for each condition shown in **b**; *n* > 20 cells over 3 biologically independent experiments. From left to right: *P* = 1.27 × 10^−8^, *P* = 3.03 × 10^−25^, *P* = 1.98 × 10^−23^ and *P* = 2.39 × 10^−18^. **d**, dsRNA levels increase when translation is inhibited. Dot-blots with RNA from the indicated strains and treatments after 1  h at 37  °C were detected with the J2 antibody. From *n* = 3 biologically independent experiments with similar results. **e**, dsRNAs contact ribosomes before ssRNAs. We shifted *mex67-5* to 37 °C for 1 h to block RNA export. It was subsequently released by lowering the temperature to 25 °C. RIP experiments with Rps2–GFP from different time points were done. Three ssRNA and three dsRNA targets were analysed by qPCR. From *n* = 3 biologically independent experiments. **f**, Induction of *PHO85* asRNA expression changes both protein and mRNA levels of *PHO85*, as shown by western blot quantification and qPCR. Hem15 served as loading control and for normalization. From *n* = 3 biologically independent experiments. **g**,**h**, More Mex67 molecules can bind to dsRNA than to ssRNA. EMSA with FAM-labelled ssRNAs (**g**) or dsRNAs (**h**) was carried out by adding increasing amounts of recombinant TAP-tagged Mex67–Mtr2. From *n* = 3 independent experiments with similar results. **i**,**j**, Competition assay detects preferential Mex67–Mtr2 binding to dsRNA. Cy5-labelled ssRNAs (red) were pre-incubated with Mex67–Mtr2. Subsequently, increasing amounts of a FAM-labelled dsRNA (green) were added as a competitor (**i**). Increasing amounts of Cy5-labelled ssRNA were added to pre-bound FAM-labelled dsRNA (**j**). From *n* = 3 independent experiments with similar results. Source Data

To determine whether dsRNAs are exported in preference to ssRNAs, we did an experiment. First, we blocked RNA export in the *mex67-5* mutant by shifting it to 37 °C, causing mislocalization of Mex67 from the nuclear rim to the cytoplasm^1^ and in turn nuclear accumulation of ssRNAs and dsRNAs (Fig. 2e). When we lowered the temperature to 25 °C, functional Mex67 returned to the nuclear rim and transport was restored. To see which transcripts reach the ribosome, and thus the cytoplasm, first, we precipitated Rps2 and purified the co-precipitated RNA at specific time points after the export block release (Extended Data Fig. 7e and Supplementary Fig. 2b,c). We found that dsRNAs arrived at ribosomes notably earlier than ssRNAs, providing experimental evidence for the preferential export, and thus translation, of dsRNAs (Fig. 2e). Next, we analysed how faster export induced by asRNA expression would influence the protein and RNA level of the sense gene in quantitative PCR (qPCR) and western blots (Fig. 2f and Supplementary Fig. 2d,e). After *PHO85* asRNA induction, the protein level of Pho85–GFP increased (3.1-fold at 60 min), whereas the level of the *PHO85–GFP* mRNA decreased slightly (0.32-fold at 60 min), because it might no longer be held in the nucleus for potential export. This is an indication of the gene-expression boost of the sense RNA by its asRNA.

The faster export may be due to a different occupancy of the RNAs by export receptors. As suggested previously, the more export proteins cover an RNA, the faster transport is initiated^26,31^. To analyse Mex67 binding to ssRNA and dsRNA, we carried out electrophoretic mobility shift assays (EMSAs). First, we purified recombinant Mex67–Mtr2, which was shown to bind directly to mRNAs^32^. Mex67–Mtr2 was added in varying molar excess to fluorescein amidite (FAM)-labelled 36-nucleotide-long ssRNA or dsRNA (Extended Data Fig. 7f and Supplementary Fig. 4a–c) and incubated for 15 min before the samples were analysed on gel electrophoresis. A 2-molar excess of Mex67–Mtr2 fully upshifted ssRNA, which was saturated at 5-molar excess (Fig. 2g and Supplementary Fig. 3a). By contrast, dsRNA reached binding saturation at a 10-molar excess, with a full upshift at a 3-molar excess (Fig. 2h and Supplementary Fig. 3b). This indicates that dsRNAs can bind about two heterodimers every 7 bp, whereas ssRNAs accommodate only one in the same length. Subsequently, we carried out competition assays in which we added either FAM-labelled dsRNA or Cy5-labelled ssRNA to a Mex67–Mtr2 pre-formed complex on similarly labelled dsRNA or ssRNA, respectively. Mex67–Mtr2 dissociated from ssRNA and associated with dsRNA in the presence of increasing dsRNA amounts, but it showed almost no displacement properties when ssRNA was titrated against the dsRNA complex (Fig. 2i,j and Supplementary Fig. 3c,d). Switching the labels made no difference and resulted in the same effect (Extended Data Fig. 7g,h and Supplementary Fig. 4d,e). These findings show that Mex67–Mtr2 binds preferentially and more extensively to dsRNA, explaining its preference in export.

Our findings indicate that asRNAs can boost the expression of individual transcripts. The broad existence of annotated asRNAs in the yeast genome indicates a general usage of asRNA boosts to navigate gene expression, which would explain their prevalence. It is likely that not all boosting asRNAs have been discovered yet, because they may be transcribed only under specific conditions to steer the cells in a particular direction, such as during development or stress. For instance, a previous study found a new set of asRNAs that are suppressed by the chromatin modifier Set2 (ref. ^33^). These down-regulated transcripts, termed Set2-repressed antisense transcripts (SRATs), are antisense to stress response and ageing-related transcripts. To determine whether these pairs could form dsRNAs, we carried out J2 immunofluorescence (IF), J2-IP and dot-blot experiments in *set2*∆ and found a significant increase in the total amount of dsRNA in the cytoplasm (Extended Data Fig. 8a–c,e and Supplementary Fig. 5a), indicating that the induced SRATs form double strands with their sense counterparts and are exported as dsRNA. Cell fractionation experiments and qPCRs with a Set2-responsive transcript, *SEG2* asRNA, confirmed this observation and showed an up-regulation of the asRNA when *SET2* was deleted (Extended Data Fig. 8d), resulting in dsRNA formation (Extended Data Fig. 8e) and a subsequent increased presence of *SEG2* mRNAs in the cytoplasm (Extended Data Fig. 8f,g and Supplementary Fig. 5b).

Changes to the cellular expression programs are sometimes necessary, for instance for development, during ageing and in response to stress. Each situation might generate new asRNA transcripts that boost the expression of individual mRNAs. Analysis of previously published RNA-seq data that were generated after osmotic shock^34^ revealed not only that stress-responsive mRNAs increased during periods of stress, but so did asRNAs^13^ (Fig. 3a). Indeed, 95% of significantly increased mRNAs with significantly changed asRNA show an up-regulation of the asRNA (Fig. 3b). To visualize the transcriptome-wide changes to the expression program, we determined the dsRNA formation in cells shocked with salt (0.7 M NaCl) or ethanol (10% EtOH) through J2-IF experiments (Fig. 3c,d). Although bulk mRNA accumulates in the nucleus and dissociates from Mex67 under stress conditions^32^, the newly produced dsRNA reached the cytoplasm in the first 5 min. These dsRNAs represent the preferentially exported stress-induced mRNAs that hybridized with their asRNA.

**Fig. 3:**
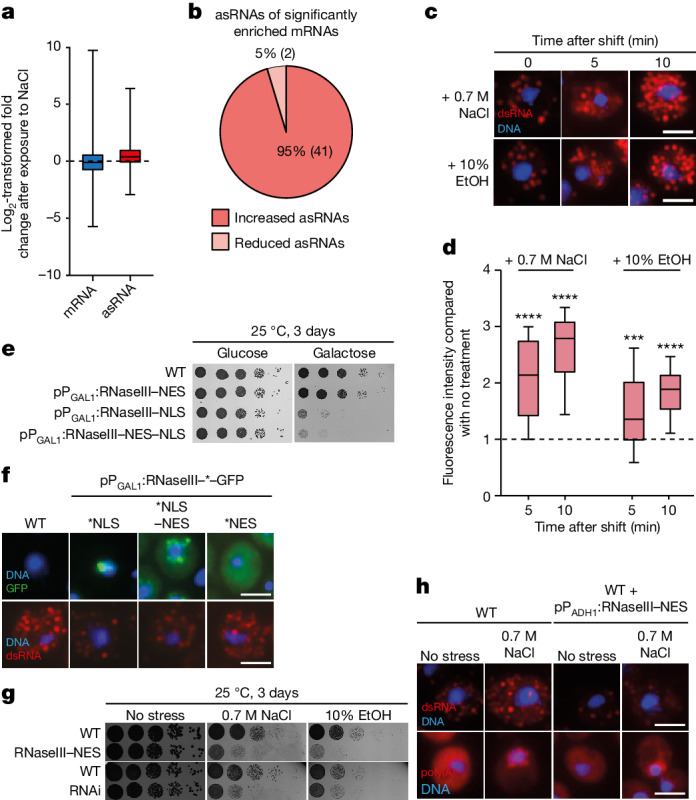
dsRNA formation is essential for cells changing their expression program. **a**, Stress increases asRNA levels. A genome-wide RNA analysis of cells incubated with 0.6 M NaCl (ref. ^34^) for 30 min was used to find changes in sense mRNA and asRNA expression compared with unstressed conditions, and is shown here by the log_2_-transformed fold change. From *n* = 2 biological independent samples. **b**, Stress-responsive mRNAs are accompanied by increased asRNA expression. Significantly changed asRNAs of significantly increased mRNAs from the RNA-seq^34^ are shown after 30 min exposure to 0.6 M NaCl. **c**, The amount of dsRNA increases under stress conditions. J2-IF is shown for the wild type exposed to the indicated stress conditions. From *n* = 3 biologically independent experiments. **d**, Quantification of the J2-IF displayed in **e**. From *n* = 30 cells over 3 independent experiments. Left to right: *P* = 6.91 × 10^−9^, *P* = 1.59 × 10^−15^, *P* = 7.57 × 10^−4^, *P* = 5.47 × 10^−12^. **e**, dsRNA degradation by the bacterial ribonuclease RNaseIII in the nucleus of yeast cells is lethal. We spotted 10-fold serial dilutions of the wild type containing the indicated plasmids onto glucose (no induction) or galactose (with induction) plates and incubated for 3 days. From *n* = 3 biologically independent experiments with similar results. **f**, J2-IF and localization of the GFP- and transport signal-tagged RNaseIII fusion proteins in yeast cells. Plasmid-containing wild-type cells were grown to the logarithmic phase before the RNaseIII expression was induced by adding galactose. From *n* = 3 biologically independent experiments with similar results. **g**, Cytoplasmic RNaseIII is not tolerated in cellular stress situations. We spotted 10-fold serial dilutions of wild-type cells containing either a constitutively expressed RNaseIII–NES from the *ADH1* promoter or the RNAi system onto plates and incubated for 3 days at 25 °C. From *n* = 3 biologically independent experiments with similar results. **h**, Stress-induced dsRNA is degraded by cytoplasmic RNaseIII. J2-IF and oligonucleotide d(T) FISH are shown either without stress or after 30 min incubation with 0.7 M NaCl. From *n* = 3 biologically independent experiments. All scale bars, 3  μm.

If this mechanism of regulated, boosted gene expression resulting from dsRNA formation were of a general nature, the degradation of dsRNA should be hazardous to cells. Previous work has shown that double strands of mRNA and asRNA are degraded by RNaseIII from *E. coli*^18^. In *S. cerevisiae*, such studies found unexplained toxicity of cells expressing RNaseIII in growth analyses that could not be attributed to the degradation of rRNA or general mRNA^35^, but it might be caused by unrecognized dsRNA degradation. To confirm the specificity of RNaseIII for dsRNA, we exposed isolated total RNA to recombinant RNaseIII and subsequently detected the remaining dsRNA by J2 dot-blot. After RNaseIII digestion, the dsRNA was noticeably reduced (Extended Data Fig. 8h and Supplementary Fig. 5c). To analyse its effects on living cells, we expressed RNaseIII in vivo from the inducible *GAL1* promoter and directed the protein to different compartments. Tagging the enzyme with a nuclear localization signal resulted in cell death (Fig. 3e). Expressing RNaseIII with both a nuclear localization signal and a nuclear export signal (NES) was equally toxic. This fusion protein can shuttle between the nucleus and the cytoplasm and was visible mostly at the nuclear rim (Fig. 3f). Interestingly, a construct that restricted the dsRNA-degrading enzyme to the cytoplasm (RNaseIII–NES) was tolerated in rich medium. This may be because the cytoplasmic dsRNA is somehow protected or because the subsequent translation is quite fast. The possibility that the cytoplasmic construct is not functional is unlikely because reduced dsRNA levels were detectable in the translation-defective strain *rpl10*^*G161D*^ (Extended Data Fig. 8n and Supplementary Fig. 5d), in which the cytoplasmic dsRNA accumulates (Fig. 2b). Most importantly, although the cytoplasmic RNaseIII–NES was tolerated in rich medium, its expression during osmotic stress resulted in severe growth defects and dsRNA reduction (Fig. 3g,h). This was also the case for the cytoplasmic-operating RNAi system. Together, these data indicate that the asRNA boost of mRNA expression through dsRNA formation is particularly important in changing and challenging situations.

An enzyme that mediates dsRNA formation is most likely to be an RNA helicase, because these enzymes are known not only for their RNA unwinding but also for their dsRNA-binding, dsRNA-annealing and dsRNA-clamp activities^36,37^. Interestingly, deletions of the two nuclear helicases Dbp2 or Mtr4 have been reported to increase XUT-asRNA levels^38^. Mtr4 is an enzyme known to be involved in RNA degradation^39^, whereas for Dbp2, strand annealing under the mediation of Yra1 has already been demonstrated in vitro and has been suggested to be important for messenger ribonucleoprotein (mRNP) assembly^40,41^. Furthermore, Yra1 was shown to recruit Mex67 for mRNA export^42^. To investigate whether Dbp2 and/or Mtr4 might be involved in dsRNA biogenesis, we used a cold-sensitive *DBP2*-knockout strain^41^ (Extended Data Fig. 9a) and the temperature-sensitive *mtr4*^*G677D*^ mutant^43^ in J2 IF studies and J2 dot-blot experiments. Interestingly, the *mtr4* mutant accumulated dsRNA in the nucleus, indicating that this helicase is not required for dsRNA formation but instead for its decay after quality control (Fig. 4a,c,d, Extended Data Fig. 9b and Supplementary Fig. 6a). Most importantly, however, the absence of Dbp2 resulted in a clear decrease in dsRNA formation and a simultaneous nuclear accumulation of poly(A)^+^ RNA (Fig. 4b–d and Extended Data Fig. 9c), identifying Dbp2 as the dsRNA-forming helicase in vivo and showing its mRNA export-supporting function. Indeed, it has been shown that the sense and corresponding antisense transcripts changed by the deletion of *DBP2* strongly correlate^44^, which supports our findings. Thus, we reconsidered previously published high-throughput analyses of *dbp2*, in which RNA secondary structures were determined through the labelling of free nucleotides with dimethyl sulfate in the wild type and *dbp2*∆ (ref. ^45^). We applied this dataset to the RNAi-seq data^21^ and found that the more an RNA is prone to be in a double strand, the more nucleotides became accessible and were labelled in the *dbp2*∆ compared with the wild type (Extended Data Fig. 9d). Interestingly, individual-nucleotide resolution cross-linking and immunoprecipitation sequencing (iCLIP-seq) data^45^ showed similar binding of Dbp2 to all transcripts when analysed in the context of RNAi-seq^21^ (Extended Data Fig. 9e), indicating that the helicase contacts all transcripts initially, possibly for unwinding as previously suggested^45^. The potential for subsequent dsRNA formation then depends on the availability of the respective asRNA and on the contact with Yra1.

**Fig. 4:**
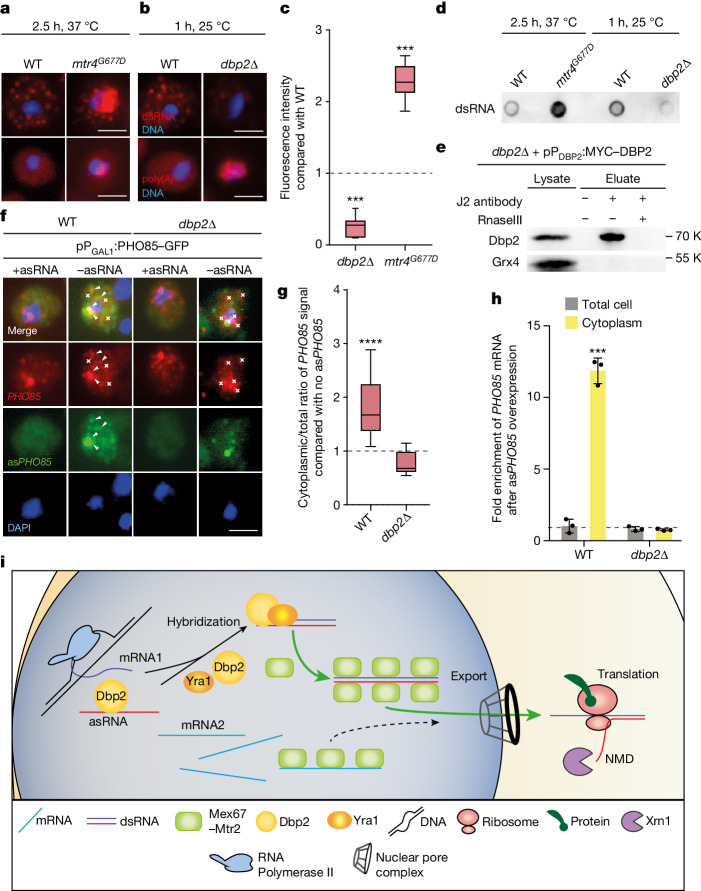
Dbp2 induces dsRNA formation. **a**, We found that dsRNAs accumulate in the nucleus of *mtr4*^*G677D*^ at 37 °C. J2-IF and oligonucleotide d(T)-FISH are shown. **b**, Disturbed dsRNA formation in *dbp2*∆. Strains were changed to the non-permissive temperature for *dbp2*∆ of 25 °C. **c**, Signal quantification from **a** and **b**. From *n* > 40 cells over 3 biologically independent experiments. Left to right, *P* = 7.83 × 10^−35^, *P* = 8.56 × 10^−34^. **d**, J2 dot-blot of isolated RNA. From *n* = 3 biologically independent experiments with similar results. **e**, Dbp2 binds to dsRNA. Western blot of J2 Co-IP from cells expressing *MYC*-tagged *DBP2* with or without the addition of recombinant RNaseIII. Grx4 is negative control. From *n* = 3 biologically independent replicates with similar results. **f**, dsRNA formation and cytoplasmic shift of *PHO85* mRNA after *PHO85* asRNA expression was lost in *dbp2*∆. Wild type and *dbp2*∆ carrying the galactose-inducible *PHO85–GFP* plasmid and either an empty vector or the galactose-inducible as*PHO85–MYC*(15×) plasmid were used for smFISH after 8 min galactose induction. From *n* = 3 biologically independent experiments. **g**, Quantification of smFISH for the cytoplasmic/total signal ratio of *PHO85* mRNA either with or without (dotted line) simultaneous asRNA expression. From *n* > 23 cells examined over 3 biologically independent experiments. **h**, The increased presence of *PHO85* mRNA in the cytoplasm after *PHO85* asRNA overexpression was abolished in *dbp2*∆. After the induction of *PHO85* asRNA, cells were shifted to 25 °C for 1 h before cytoplasmic fractionation, RNA isolation and qPCR. From *n* = 3 biologically independent samples. **i**, Model for the preferential export of dsRNAs. After transcription, ssRNAs are eventually bound by Mex67, leading to low-level export and translation in the cytoplasm. Gene expression is boosted by the transcription of asRNA and subsequent dsRNA formation of sense–antisense pairs by the helicase Dbp2 and its co-factor Yra1. The dsRNA preferentially binds to Mex67 for nuclear export and mRNA translation. Ribosomes recognize the non-coding property of the asRNAs and subsequent NMD-mediated degradation. This mechanism ensures preferential gene expression. All scale bars, 3 μm. Source Data

To find further experimental evidence, we first confirmed that Dbp2 binds to dsRNA in vivo through J2-IP (Fig. 4e and Supplementary Fig. 6b). This binding was lost in the presence of recombinant RNaseIII. To validate the in vivo relevance for the dsRNA-formation function of Dbp2, we repeated the experiment from Fig. 1i–k in the absence of Dbp2. We found that although the asRNA was still highly enriched in *dbp2*∆ after galactose induction, it was not able to manipulate the localization of its sense *PHO85* mRNA (Fig. 4f–h, Extended Data Fig. 9f,g and Supplementary Fig. 6c,d). This finding indicates that Dbp2 is the key factor for dsRNA formation that enables the preferential export of dsRNAs.

In conclusion, our findings reveal a new layer of regulated gene expression. Boosting asRNAs anneal with their sense counterpart through Dbp2-mediated dsRNA formation. These dsRNAs are preferentially exported and subsequently the respective sense transcripts are preferentially expressed (Fig. 4i). This mechanism is particularly important for effective cellular adaptation and adds preferential export as a new layer of regulated gene expression. Furthermore, it could also explain how pervasive transcription controls gene expression, and why so many asRNAs are generated and travel into the cytoplasm.

## Methods

### Yeast strains, plasmids and oligonucleotides

All the yeast strains used in this study are listed in Supplementary Table 1 and the plasmids are listed in Supplementary Table 2. Strains were cultivated and grown in standard medium at 25 °C. The diploid strain HKY2065 was sporulated and subjected to tetrad dissection followed by analysis of haploid spores for their genetic markers.

### FISH

The experiments were essentially carried out as previously described^47^. To detect poly(A)^+^ RNA, a Cy3-labelled oligonucleotide d(T)_18_ probe (Sigma) was used. Cells were grown to mid-logarithmic phase (around 1 × 10^7^ cells per ml) before they were treated as indicated. Cells were fixed by adding formaldehyde to a final concentration of 3.7% for 40 min at room temperature. After washing, permeabilization and pre-hybridization, the Cy3-labelled d(T)_18_ probes were added and hybridized overnight at 37 °C. DNA was stained with DAPI (Sigma) for 2 min. Microscopy studies were carried out using a Leica AF6000 microscope and an HCX PL APO CS ×63 objective lens. Pictures were obtained using a LEICA DFC360FX camera with a resolution of 1,392 × 1,040 px and LAS AF 2.7.3.9 software (Leica). Images were quantified using Fiji software.

### smFISH

The experiment was conducted largely as described above. Cells were grown in 2% raffinose to the logarithmic-growth phase. The expression of *PHO85* mRNA and its asRNA were induced by adding 2% galactose. Cells were collected after the indicated times and fixed for 20 min in 3.7% formaldehyde. The probes used are listed in Supplementary Table 5. They were incubated for 3 h at 37 °C. Thereafter, the washing steps with SSC were carried out for 15 min each, as described in the FISH protocol. Quantification of the signal was carried out using Fiji software. To determine the nuclear signal, the DAPI signal was used as a reference. The boundary of the total cell was determined using Nomarski optic. The cytoplasmic signal was calculated by subtracting the nuclear signal from the total signal. The background signal was measured three times per image and subtracted from the measured signal of the cell as follows: integrated density − (selected area) × (mean fluorescence of background readings), which resulted in the final signal strength that was used for all images. For every time point, cells from three independent biological repetitions were quantified.

### Immunofluorescence

Cells were grown, collected and treated as described for the FISH experiment. After permeabilization, cells were blocked in ABB (0.1 M Tris, pH 9.0, 0.2 M NaCl, 5% FCS, 0.3% Tween, 500 µg ml^−1^ transfer RNA) and incubated for 1 h at 37 °C, followed by ABB with the addition of 1/200 µl of the J2 antibody (1 µg µl^−1^) from Scicons^17^ and 0.2% Triton for 2 h at 37 °C. The addition of Triton prevented binding to membrane-bound glycan RNA, which was already known to be an antigen of the J2 antibody. Subsequently, cells were washed with 0.5% Triton in 1× PBS for 15 min, twice with 1× PBS for 15 min and finally with ABB for 30 min. The secondary Cy3-conjugated anti-mouse antibody in ABB (1:200) was thereafter incubated for 1 h at room temperature. Subsequently, cells were washed with 0.5% Tween in 1× PBS for 10 min and twice in 1× PBS for 10 min. Nuclei were stained with DAPI (Sigma) and mounting, microscopy and quantification were carried out as described in the FISH experiment.

### GFP microscopy

The visualization of GFP-tagged proteins in vivo was essentially done as previously described^47^. Cells were grown in glucose (2%)-containing medium until the early logarithmic phase (0.5 × 10^7^ cells per ml), washed once with 1 ml sterile H_2_O, transferred into galactose (2%)-containing medium and grown for 6 h to induce the expression of RNaseIII constructs. Next, cells were fixed with 3.7% formaldehyde for 1 min at room temperature and washed twice with 1 ml P-Solution (0.1 M potassium phosphate buffer, pH 6.5, 1.2 M sorbitol) before adding 20 µl on a polylysine-coated slide for 15 min at room temperature. Permeabilization, DNA staining, microscopy and quantification were carried out as described in the FISH experiment.

### Cytoplasmic fractionation

To detect RNAs in the cytoplasm, cells were grown to mid-logarithmic phase (2 × 10^7^ cells per ml), washed once with 1 ml YPD/1 M sorbitol/2 mM DTT and resuspended in YPD/1 M sorbitol/1 mM DTT with the addition of zymolyase (100 mg ml^−1^) to spheroplast cells. Before cytoplasmic fractionation, 200 µl of the cell suspension was taken for total lysate control. For the analysis shown in Fig. 1a and similar work, after spheroblasting, cells were diluted in 50 ml YPD/1 M sorbitol for 30 min at 25 °C before they were shifted to 37 °C for 1 h. After shifting, 10 ml was taken for total cell lysis. Next, cells were cooled on ice and centrifuged for 5 min at 2,000 rpm. For cytoplasmic fractionation, the cell pellets were resuspended in 500 µl Ficoll buffer (18% Ficoll 400, 10 mM HEPES, pH 6.0) and cells were lysed by adding 1 ml buffer A (50 mM NaCl, 1 mM MgCl_2_, 10 mM HEPES, pH 6.0) and 1 µl Ribolock RNase Inhibitor (Thermo Fisher). The suspension was vortexed and centrifuged for 10 min at 2,000 rpm. The resulting supernatant reflects the cytoplasmic fraction. To verify correct fractionation, samples were analysed in western blots for the presence of the cytoplasmic Zwf1 (anti-Zwf1 in TBS-T (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 0.1% Tween 20), 1:4,000) and the nuclear proteins Yra1 (anti-Yra1 in TBS-T, 1:1,000) and Nop1 (anti-Nop1 in TBS-T, 1:4,000). RNA was isolated using a Nucleo-Spin RNA Kit (Macherey and Nagel).

### J2 RNA co-immunoprecipitation experiment

Yeast strains were grown to mid-logarithmic phase (2 × 10^7^ cells per m) followed by ultraviolet cross-linking with a wavelength of 254 nm for 7 min. Cells were collected and lysed in RIP buffer (25 mM Tris-HCl, pH 7.5, 150 mM NaCl, 2 mM MgCl_2_, 0.5% (v/v) Triton X-100, 0.2 mM PMSF, 0.5 mM DTT, 10 U RiboLock RNase Inhibitor (Thermo Fisher) and protease inhibitor (Roche)) by using a FastPrep-24 machine (MP Biomedicals) with shaking three times for 30 s at 5.5 m s^−1^. After centrifugation, 30 µl of the supernatant was taken for input control and the remaining lysate was incubated with or without 3 µl of the J2 antibody (1 µg µl^−1^)^17^ from Scicons and the addition of recombinant ShortCut RNaseIII (NEB) for 30 min at 4 °C. After the first incubation, the lysates were transferred to prewashed G-sepharose beads and incubated for another 90 min at 4 °C. The beads were then washed five times with RIP buffer (0.25% Triton). The supernatant was removed and SDS loading dye (125 mM Tris-HCl, pH 6.8, 2% SDS, 10% glycerol, 5% 2-mercaptoethanol, bromphenolblue) was added. Subsequently, samples were incubated at 95 °C for 5 min and loaded onto an SDS gel followed by western blotting and staining with MYC (anti-MYC in TBS-T, 1:,) and Grx4 (anti-Grx4 in TBS-T, 1:4,000).

### J2 RIP for RNA-seq

All yeast strains were grown to mid-logarithmic phase (2 × 10^7^ cells per ml). Total RNA was isolated with TRIzol reagent. After the first ethanol precipitation, a DNaseI treatment was conducted followed by a second precipitation overnight. The obtained RNA was eluted in RNase-free water. Then 90 µg RNA and 3 µg J2 antibody were incubated in 500 µl PBST for 120 min at 4 °C (1× PBS, 0.5% Tween-20). After the first incubation, the RNA–antibody mix was transferred to prewashed G-sepharose beads and incubated for another 120 min at 4 °C. The beads were centrifuged for 1 min at 4,000 rpm at 4 °C. The supernatant was transferred a second time, together with 3 µg J2 antibody, to freshly washed beads and incubated for 120 min. Subsequently, these beads were centrifuged and the supernatant was used as the unbound fraction. The beads from the first incubation were washed five times with 1 ml PBST. Between each step, the beads were centrifuged for 1 min at 4,000 rpm at 4 °C. Finally, the RNA was purified from the unbound fraction and from the eluates by TRIzol-chloroform (Ambion RNA by Life Technologies) extraction and forwarded to RNA sequencing. We repeated the experiment three times, and it showed a high reproducibility.

### J2 dot-blot

Cells were grown to the logarithmic-phase and shifted, if necessary, as indicated. RNA isolation was carried out with TRIzol reagent. Then 1 µg of the isolated RNA was applied onto a nylon membrane, which was blocked in PBST (1× PBS, 1% Tween-20), 0.05 mg ml^−1^ ssDNA and 5% (w/v) non-fat dried milk. Subsequently, the J2 antibody (anti-dsRNA in PBST, 1:5,000) was added and incubated for 2 h at room temperature. Finally, there were two washing steps with PBST, each for 15 min at room temperature, before the HRP-coupled goat anti-mouse secondary antibody was added in PBST for 1 h. Finally, the membrane was washed again three times with PBST for 10 min at room temperature, before the ECL detection was carried out with a Fusion FX7 Edge 18.06c (Vilber). Quantification was finalized with the analysis software Bio-1D from Vilber Lourmat.

### Protein isolation and purification

Transformed Rosetta 2 *E. coli* cells were grown in 200 ml LB medium with ampicillin (100 µg ml^−1^) and chloramphenicol (25 µg ml^−1^) overnight, diluted to OD_600_ = 0.1 in 1,200 ml Terrific Broth medium (28.8 g yeast extract, 24 g Trypton, 9 ml 50% glycerin, 17 mM KH_2_PO_4_, 72 mM K_2_HPO_4_) and 100 µg ml^−1^ ampicillin. The diluted cells were incubated at 32 °C and 130 rpm for 3 h, followed by 37 °C and 130 rpm for 1 h. For protein induction, 1.2 ml of 1 M IPTG was added and the culture was further incubated at 16 °C and 130 rpm overnight. After induction, cells were washed in 200 ml IMAC loading buffer (50 mM NaH_2_PO_4_, 500 mM NaCl, 10 mM Imidazol, pH 7.8) and finally resuspended in 75 ml IMAC loading buffer with Roche complete protease inhibitor (one tablet per 50 ml). Cells were lysed using a microfluidizer with the setting 3 times at 700 bar. Thereafter, the lysate was centrifuged at 15,000*g* for 90 min. Cleared lysate was loaded onto a 5 ml HisFF column and subsequently washed with IMAC exchange buffer, then 1 M LiCl, again with IMAC exchange buffer, and finally with IMAC loading buffer. The proteins were eluted with IMAC elution buffer (50 mM NaH_2_PO_4_, 500 mM NaCl, 400 mM Imidazol, pH 7.8) and dialysed against heparin base buffer (40 mM HEPES KOH, 100 mM KCl, pH 7.5) overnight. After dialysis, the eluate was loaded onto a heparin column and again eluted with heparin elution buffer (40 mM HEPES-KOH, 100 mM KCl, 2 M NaCl, pH 7.5). Finally, the eluate was dialysed in dialysis buffer (30 mM HEPES-KOH, 160 mM KCl, pH 7.6) for 2 days. Protein concentration was determined by measuring the optical density at 280 nm.

### EMSA

Either ordered FAM or Cy5-labelled RNAs (Sigma Aldrich) were used. Every RNA contained 36 nucleotides and had the same amount of C, G, T and A (Supplementary Table 4). dsRNAs were formed by incubating 20 µM of the labelled and 20 µM of the reverse complementary non-labelled RNA in dialysis buffer (30 mM HEPES-KOH, 160 mM KCl, pH 7.6) at 65 °C for 5 min and immediate subsequent cooling on ice. Next, 4 µM dsRNAs or ssRNAs were incubated with purified Mex67–Mtr2 and 2 µl Ribolock RNase Inhibitor (Thermo Fisher) in dialysis buffer, resulting in a final volume of 20 µl, at 30 °C for 15 min. For Fig. 2c, Mex67–Mtr2 was added in increasing amounts from 4 µM to 44 µM. For the competition assay depicted in Fig. 2d, 12 µM Mex67–Mtr2 was added to 3 µM substrate RNA, resulting in a molar ratio of 1:4 between substrate RNA and Mex67. The competitor RNA was added after the first incubation and further incubated at 30 °C for 15 min. Finally, a 6× loading dye (10 mM Tris-HCl, pH 7.6, 60% glycerol, 60 mM EDTA, 0.03% bromophenol blue) was added and the samples were loaded onto a 0.5% agarose gel with 1× TAE (40 mM Tris, 1 mM EDTA, 20 mM acetic acid, pH 9.5) running in 1× TAE, pH 9.5. Complexes were separated by running native gels at 300 V and 4 °C for 40 min. In-gel detection was carried out with a Fusion FX7 Edge 18.06c (Vilber) using the filter F-595 YR and Epi-Light module C530, or filter F-710 and Epi-Light module C640, with Evolution-Capt. Edge software.

### Export release assay

The *mex67-5 xpo1-1* RPS3-GFP strain was grown to the mid-logarithmic phase (2 × 10^7^ cells per ml) and shifted to 37 °C for 2 h. Cells were collected either directly after shifting (0 min) or after shifting them back to 25 °C for 5 min, 10 min, 15 min, 30 min and 60 min. The cell pellets were frozen in liquid nitrogen and subsequent RIP experiments were carried out as described for the J2 RNA co-immunoprecipitation experiments, with the exception that GFP Trap beads were used and no antibody was added. After the final washing step, the beads were split in half for RNA isolation with TRIzol reagent and subsequent qPCRs and for SDS-PAGE and western blot analysis of GFP (anti-GFP in TBS-T, 1:4,000) and Aco1 (anti-Aco1 in TBS-T, 1:2,000). For qPCR measurements, the ssRNAs *RPS17A*, *RPS6A* and *TDH1* and the dsRNAs *FRE5*, *HPF1* and *PRY3* were analysed. dsRNA targets were chosen using three criteria: the asRNA had a higher RPKM (reads per kilobase million) than the sense RNA; they were identified as dsRNA in an RNAi-seq experiment^21^; and they are enriched in J2 RNA-seq. The ssRNA targets were chosen because of the opposed criteria: the level of the asRNA is less than 1:100 compared with the mRNA and they are not enriched in either RNAi-seq nor J2-seq.

### Cell lysis for protein and RNA quantification

Cells (30 ml) were grown overnight in synthetic medium containing 2% raffinose until the logarithmic phase. For asRNA induction, 2% galactose was added. At each indicated time point, a sample of 5 ml was taken and centrifuged at 4,000 rpm and 4 °C for 4 min. Cells were lysed in 400 µl RIP buffer (25 mM Tris-HCl, pH 7.5, 150 mM NaCl, 2 mM MgCl_2_ 0.5% (v/v) Triton X-100, 0.2 mM PMSF, 0.5 mM DTT, 10 U RiboLock RNase inhibitor (Thermo Fisher) and protease inhibitor (Roche)) and divided into two samples. SDS loading dye (125 mM Tris-HCl, pH 6.8, 2% SDS, 10% glycerol, 5% 2-mercaptoethanol, bromphenolblue) was added to one of the samples. Subsequently, samples were incubated at 95 °C for 5 min and loaded onto an SDS gel followed by western blotting and staining of GFP (anti-GFP in TBS-T, 1:4,000) and Hem15 (anti-Hem15 in TBS-T, 1:5,000). The RNA was isolated from the second sample using the NucleoSpin RNA kit (Macherey Nagel) and quantified by qPCR.

### Strand-specific cDNA synthesis and qPCR

To exclusively measure either mRNA or asRNA in qPCR, RNA-specific reverse primers were used (Supplementary Table 3) in cDNA synthesis (Nippon Genetics) and two separate samples were created. Each contained either the asRNA primer or the mRNA primer, resulting in separate asRNA and mRNA cDNAs. Furthermore, actinomycin D was added together with the reverse transcriptase because it prevents non-specific transcription from DNA and thereby secures strand-specific transcription, as reported previously^48,49^. In the qPCRs, the corresponding cDNA of mRNA and asRNA from one gene were measured with the same primer pair.

### Drop-dilution analysis

Cells were grown to the logarithmic phase (2 × 10^7^ cells per ml) and diluted to 1 × 10^6^ cells per ml. Then, 10-fold serial dilutions to 1 × 10^3^ cells per ml were prepared and 8 μl of each dilution was spotted onto selective plates. The plates were incubated for 3 days at the indicated temperatures and conditions. Pictures were taken after 2 or 3 days with an Intelli Scan 1600 (Quanto Technology) and the SilverFast Ai program.

### RNA-seq

The sequencing of RNA samples was conducted at the NGS-Integrative Genomics Core Unit of the University Medical Center Göttingen. Samples were prepared with the TruSeq RNA Sample Prep Kit v.2, according to the manufacturer’s protocol (Illumina). Single-read (50 bp) sequencing was conducted using a HiSeq 4000 (Illumina). Fluorescence images were transformed to BCL files with the Illumina BaseCaller software (v.3.6.3) and samples were demultiplexed to FASTQ files with *bcl2fastq* (v.2.17).

### Differential gene-expression analysis

Sequences were aligned to the genome reference sequence of *Saccharomyces cerevisiae* (sacCer3, obtained from UCSC; https://hgdownload.cse.ucsc.edu/goldenPath/sacCer3/bigZips/) using *STAR* software^50^ v.2.5, allowing for two mismatches. Subsequently, abundance measurement of reads overlapping with exons or introns was conducted with *featureCounts*^51^, *subread* v.1.5.0-p1, Ensembl (EF4.68) supplemented with the coordinates of UTRs, CUTs, SUTs^22,52,53^ and XUTs^3,29^. Data were processed in the R/Bioconductor environment (www.bioconductor.org, R v.3.6.1) using the *DESeq2* package^54^; v.1.24.0). The sequencing data and abundance measurement files have been submitted to the NCBI Gene Expression Omnibus database. For null-hypothesis testing, the Wald test was used with multiple comparison adjustments using the Benjamini and Hochberg method. In downstream analysis, only transcripts with an average count above 40 were considered.

### Sense–antisense-pair identification

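In the deposited annotation, 2349 pairs of an mRNA and a lncRNA on the opposite strand have at least 0.5 of the lncRNA inside the mRNA, and they join 2329 asRNAs with 1672 mRNAs (25.0% of all mRNAs). Where 0.5 of the mRNA must be covered, 1117 pairs join 1040 asRNAs with 849 mRNAs. Of the 3428 XUTs, SUTs and CUTs, 1826 overlap no lncRNA of another class on the same strand.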

Overlapping sense–antisense pairs were identified using BEDTools intersect (v.2.3.1)^55^, requiring overlaps to occur on the opposite strand with a minimum overlap of 0.5. lncRNAs were considered in analysis as SUTs, XUTs or CUTs only if they do not overlap with other transcripts of the other types on the same strand.

### RNAi coverage analysis and classification

For gene coverage of RNAi degradation products, reads were trimmed using Cutadapt (v.2.1)^56^ and aligned to the reference genome with TopHat2 (v.2.1.1)^57^. For gene coverage, the geneBody_coverage module of the RSeQC package was used (v.2.6.4)^58^. The input BED file was filtered by lncRNA classes (SUT, CUT or XUT) or by RNA enrichment in RNAi-seq. Overlapping features on the same strand were excluded. To calculate the enrichment in RNAi-seq, the read densities of a transcript in the RNAi strain was divided by its read densities in the wild type. Subsequently, the logarithm to base 2 of this ratio was calculated. For subsequent analyses, transcripts were grouped into ten groups from −5 to 5 without 0, on the basis of their log_2_-transformed fold change (log_2_ [RNAi/wild type]). Group 1 contained transcripts with changes between 0 and 1; group 2 contained changes between 1 and 2, and so on. Finally, group 5 contained transcripts that have a log_2_-transformed fold change above 4. In the negative range, the classification was made in the same way.

### Dimethyl sulfate reactivity analysis

The dimethyl sulfate reactivity assay was carried out as previously described^45^. The dimethyl sulfate reactivity for each transcript was summed in wild type and in *dbp2*∆. The average reactivity in the wild type was subtracted from the average reactivity in *dbp2*∆ to obtain the structural change between the strains.

### Statistics and reproducibility

Experiments from which a significance was calculated were conducted independently at least three times. In Figs. 1h,i, 2f, 4c,h and Extended Data Figs. 4b, 7b,c,e, 8d,e,g and 9g, data are presented as mean values ±s.d., two-sided *t*-test *P* < 0.05*, *P* < 0.01**, *P* < 0.001***. In Figs. 1l, 4g and Extended Data Fig. 4a, the box plots are defined by the median as the centre line, the 25th and 75th percentiles as the box boundaries and the 10th and 90th percentiles as the whiskers. Two-sided Welch’s *t*-test, *P* < 0.05*, *P* < 0.01**, *P* < 0.001***, *P* < 0.0001****. In Figs. 1a–d, 2c,e, 3a,d, 4c and Extended Data Figs. 4c, 5a,b and 8b, the box plots are defined by the median as the centre line, the 25th and 75th percentiles as the box boundaries and the minimum and maximum values as the whiskers. Two-sided *t*-test, *P* < 0.05*, *P* < 0.01**, *P* < 0.001***, *P* < 0.0001****. In Fig. 2e, the centred asterisks show a significant enrichment compared with time point 0. One-sided *t*-test, *P* < 0.05*, *P* < 0.01**, *P* < 0.001***, *P* < 0.0001****. Spearman’s rank correlation analysis in Extended Data Fig. 5c and associated and between repetitions in Extended Data Figs. 1d, 2c and 3b were calculated using GraphPad PRISM.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07576-w.

### Supplementary information

Supplementary Information

Reporting Summary

Peer Review file

### Source data

Source Data Figs. 1, 2 and 4 and Source Data Extended Data Figs. 4 and 7–9.

## Data Availability

Fractionation RNA-seq data have been deposited at the NCBI Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) with the accession number GSE188455. J2 RIP-seq data can be accessed with accession number GSE252951. RNA-seq of cells exposed to 0.6 M NaCl was provided previously^34^ with the accession number GSE89554. RNAi-seq data have been deposited previously with the accession number GSE64090. Dbp2 iCLIP and structure-seq data have the accession number GSE106479, provided previously^45^. Source data are provided with this paper.

# Supplementary material for: dsRNA formation leads to preferential nuclear export and gene expression
**Source:** Nature. 2024 Jun 19;631(8020):432–8. doi: 10.1038/s41586-024-07576-w
**Supplement:** Supplementary file 1 — Supplementary Information

---

## Supplementary information

---

# dsRNA formation leads to preferential nuclear export and gene expression

---

In the format provided by the  
authors and unedited

# SI Guide

## **dsRNA formation leads to preferential nuclear export and gene expression**

**Ivo Coban<sup>1</sup>, Jan-Philipp Lamping<sup>1</sup>, Anna Greta Hirsch<sup>1</sup>, Sarah Wasilewski<sup>1</sup>, Orr Shomroni<sup>2</sup>, Oliver Giesbrecht<sup>1</sup>, Gabriela Salinas<sup>2</sup> and Heike Krebber<sup>1\*</sup>**

## **Table of content:**

**SI Figure 1 Uncropped Western blots from Main Figures.** (a) Western blot of Extended Figure 1a from cytoplasmic fractionation experiment for RNA-sequencing. The cytoplasmic protein Zwfl is present in the total cell lysate and in the cytoplasmic fraction. The nuclear Yra1 and the nucleolar Nop1 are only present in the total cell lysate and absent in the cytoplasmic fraction. (b) Same blot as in (a) but with longer exposure time. (c) Western blot of Extended Figure 4b from cytoplasmic fractionation experiment in wild type cells with and without *asPHO85* expression. The cytoplasmic protein Zwfl is present in the total cell lysate and in the cytoplasmic fraction. The nucleolar Nop1 is only present in the total cell lysate and absent in the cytoplasmic fraction. (d) Same blot as in (c) but with longer exposure time.

**SI Figure 2 Uncropped Western blots and J2 dot-blot from Main Figures.** (a) J2 dot-blot of Figure 2d showing dsRNA amounts of Wild type, Wild type treated with cycloheximide, *nmd3-2* and *rpl10(G161D)* cells. (b) Western blot of Figure 2f showing Protein levels of Pho85-GFP and Hem15 as negative control in *PHO85-GFP* strain after *asPHO85* induction at indicated time points. (c) Same Western blot as in (b) but with lower exposure time and overlaid ladder. (d) Western blot of Extended Figure 6e showing Rps2-GFP pulldown of RIP experiments in *mex67-5* cells. Aco1 serves as negative control. (e) Image of membrane (c) with external light to capture the ladder.

**SI Figure 3 Uncropped EMSAs from Main Figures.** (a) EMSA of Figure 2g showing shift of ssRNA after addition of recombinant Mex67-Mtr2. (b) EMSA of Figure 2h showing shift of dsRNA after addition of recombinant Mex67-Mtr2. (c) EMSA of Figure 2i showing competing Mex67-Mtr2 prebound CY5 labeled ssRNA to FAM labeled dsRNA. (d) EMSA of Figure 2j showing competing Mex67-Mtr2 prebound FAM labeled dsRNA to CY5 labeled ssRNA.

**SI Figure 4 Uncropped EMSAs from Main Figures.** (a) EMSA of Extended Figure 7f showing FAM labeled and HD-Green stained RNAs. (b) EMSA of Extended Figure 6f showing CY5 labeled RNAs. (c) Merge image of (a) and (b). (d) EMSA of Figure Extended 6g showing competing Mex67-Mtr2 prebound FAM labeled ssRNA to CY5 labeled dsRNA. (e) EMSA of Extended Figure 7h showing competing Mex67-Mtr2 prebound CY5 labeled dsRNA to FAM labeled ssRNA.

**SI Figure 5 Uncropped Western blots and J2 dot-blot from Main Figures.** (a) J2 dot-blot of Extended Figure 8c showing dsRNA amounts of Wild type *set2Δ* cells. (b) Western blot of Extended Figure 8f from cytoplasmic fractionation experiment of Wild type and *set2Δ* cells. The cytoplasmic protein Zwfl is present in the total cell lysate and in the cytoplasmic fraction. The nucleolar Nop1 is only present in the total cell lysate and absent in the cytoplasmic fraction. (c) J2 dot-blot of Extended Figure 8h showing dsRNA amounts of Wild type cells with and without RNaseIII treatment. (d) J2 dot-blot of Extended Figure 8n showing dsRNA amounts of *rp110(G161D)* cells grown at 25°C and 37°C with and without expression of *RNaseIII-NES*.

**SI Figure 6 Uncropped Western blots and J2 dot-blot from Main Figures.** (a) J2 dot-blot of Figure 4d showing dsRNA amounts of Wild type, *dbp2Δ* and *mtr4(G667D)* cells. (b) Western blot of Figure 4e showing Dbp2 coprecipitation after J2-IP with and without RNaseIII treatment. Grx4 serves as a negative control. (c) Western blot of Extended Figure 9f from cytoplasmic fractionation experiment of Wild type and *dbp2Δ* cells either expressing asPHO85 or not. The cytoplasmic protein Zwfl is present in the total cell lysate and in the cytoplasmic fraction. The nucleolar Nop1 is only present in the total cell lysate and absent in the cytoplasmic fraction. (d) Image of membrane (c) with external light to capture the ladder.

**SI Table 1: Yeast strain**

**SI Table 2: Plasmids**

**SI Table 3: qPCR primer**

**SI Table 4: RNA-oligos used in EMSA**

**SI Table 5: probes used in FISH**

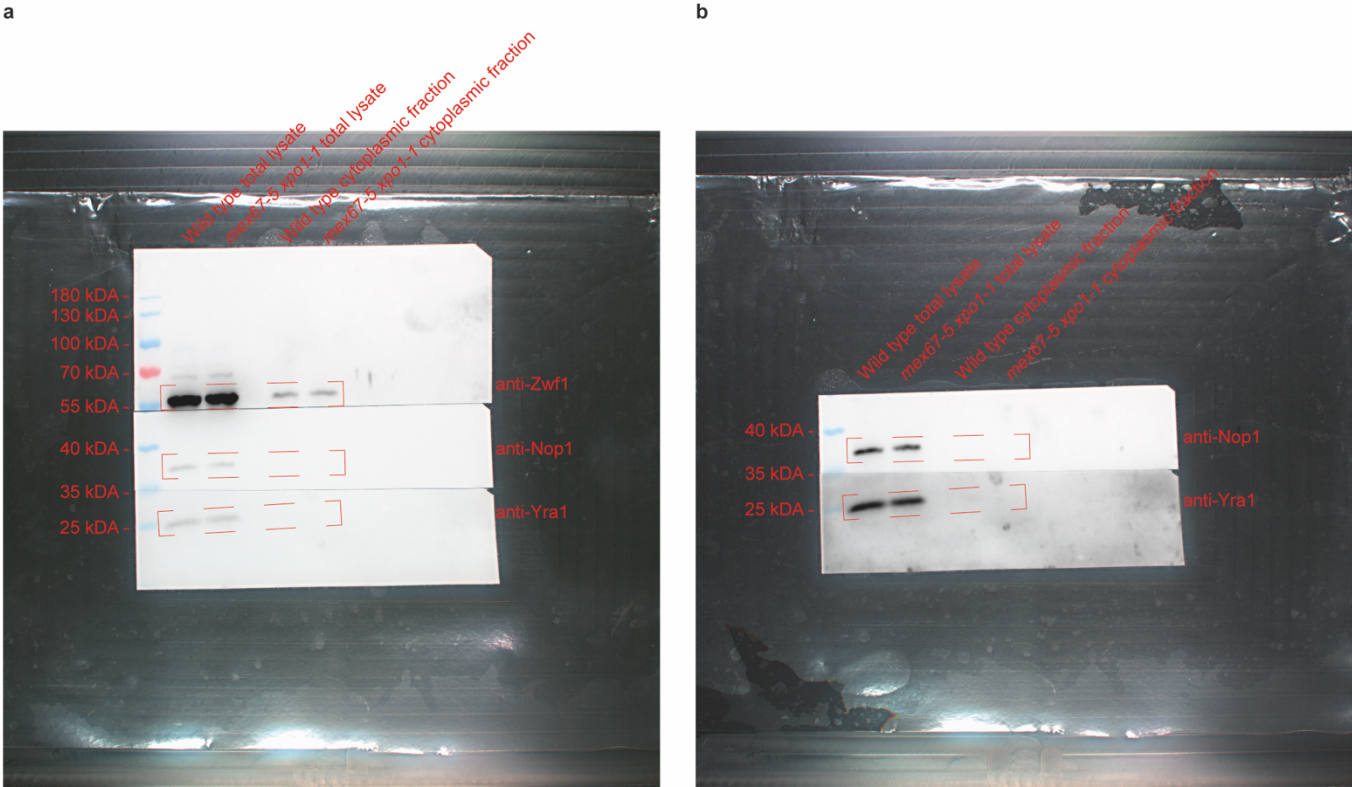

Used in Extended Figure 1a

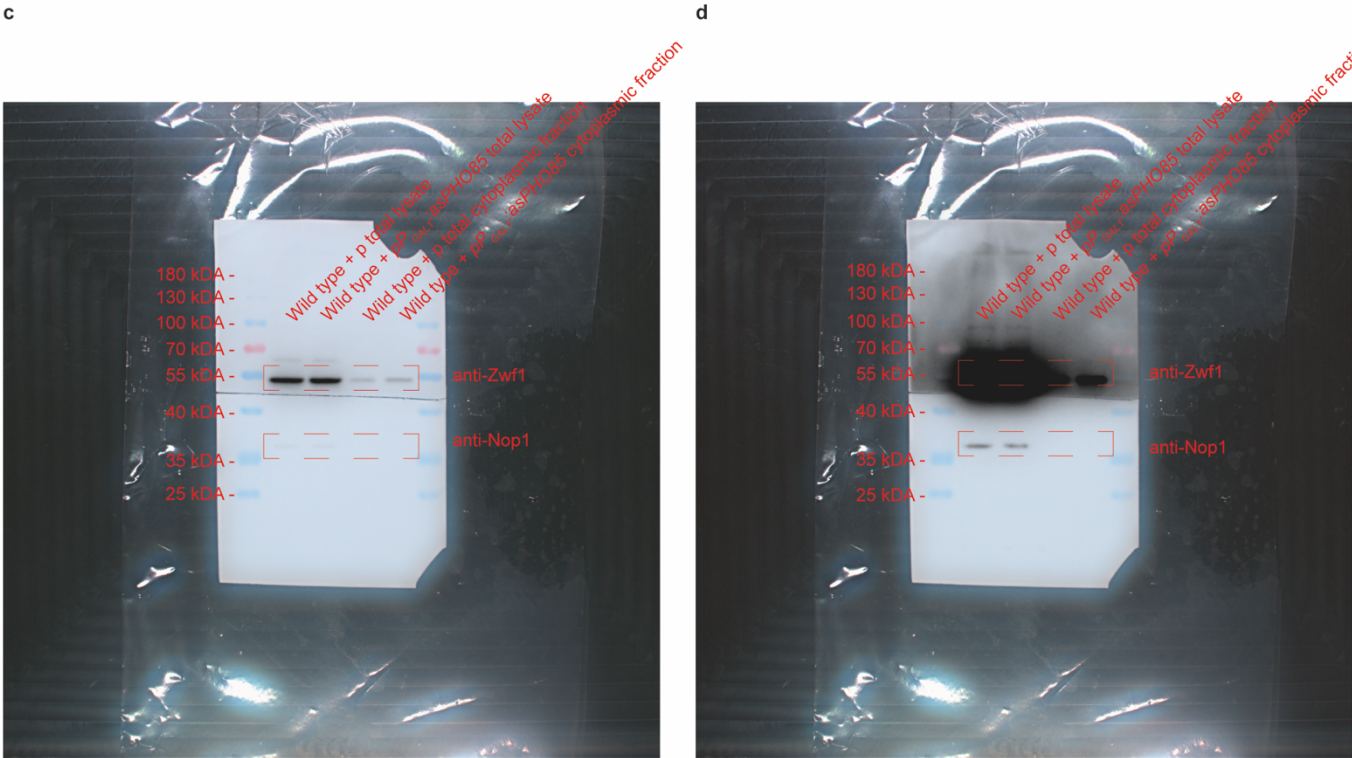

Used in Extended Figure 4b

a

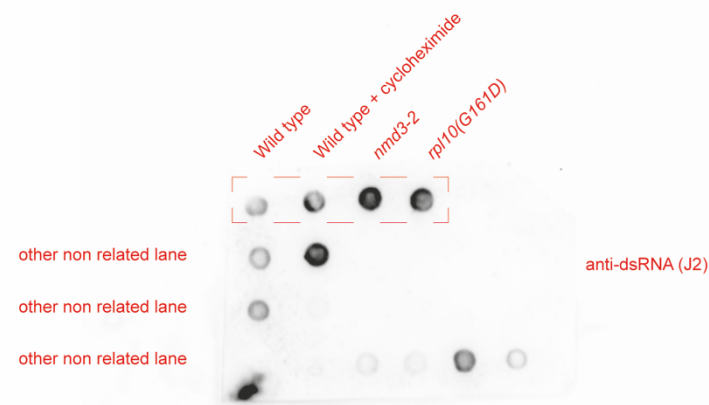

Used in Figure 2d

b

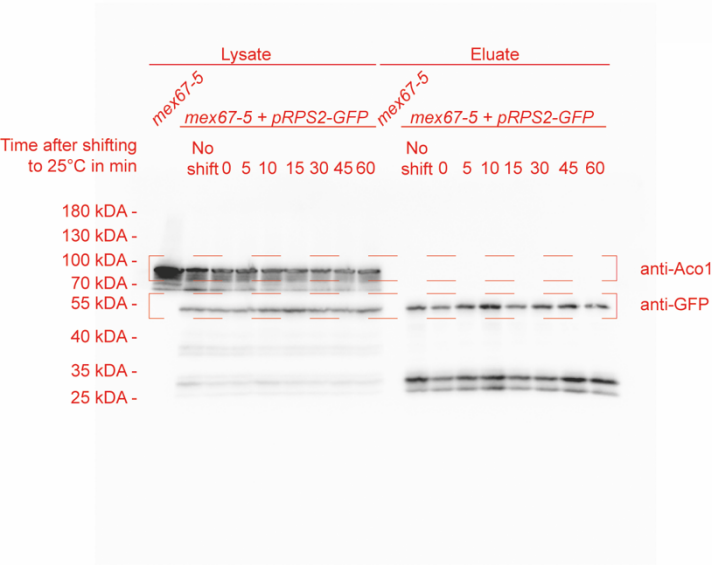

Used in Extended Figure 7e

c

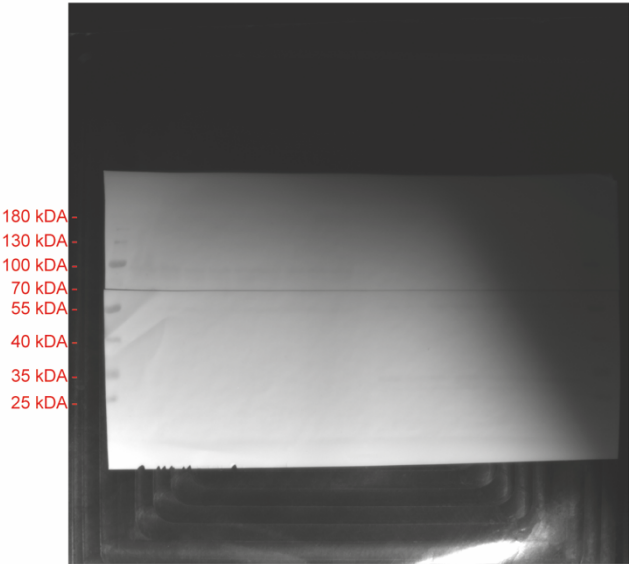

d

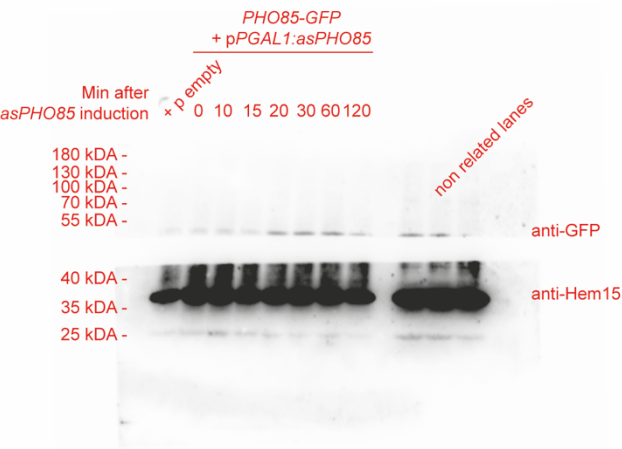

Used in Figure 2f

e

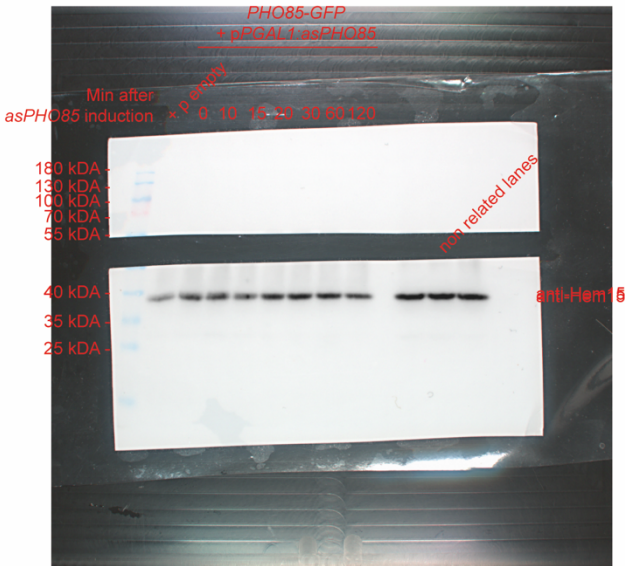

a

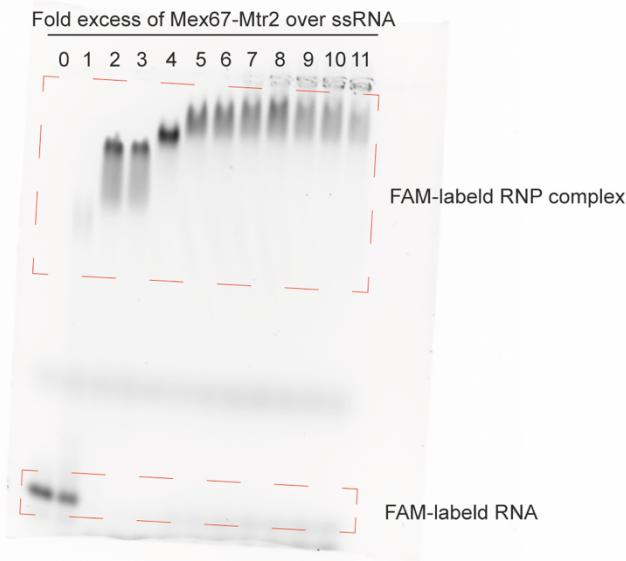

Used in Figure 2g

b

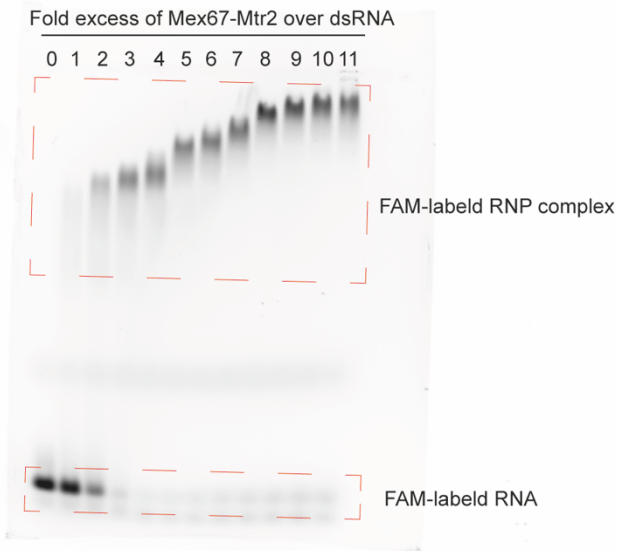

Used in Figure 2h

c

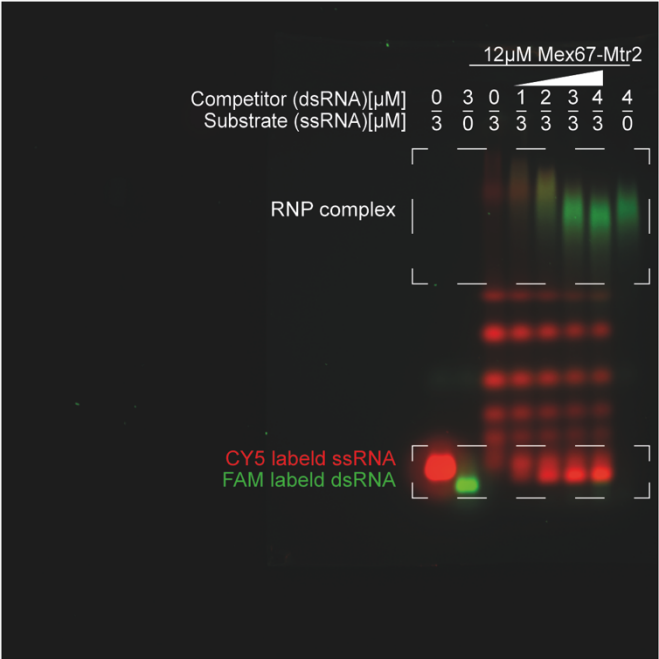

Used in Figure 2i

d

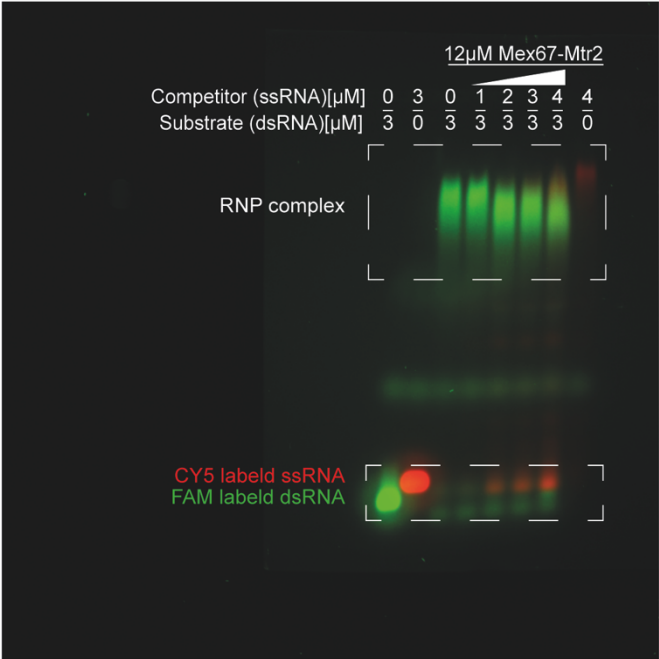

Used in Figure 2j

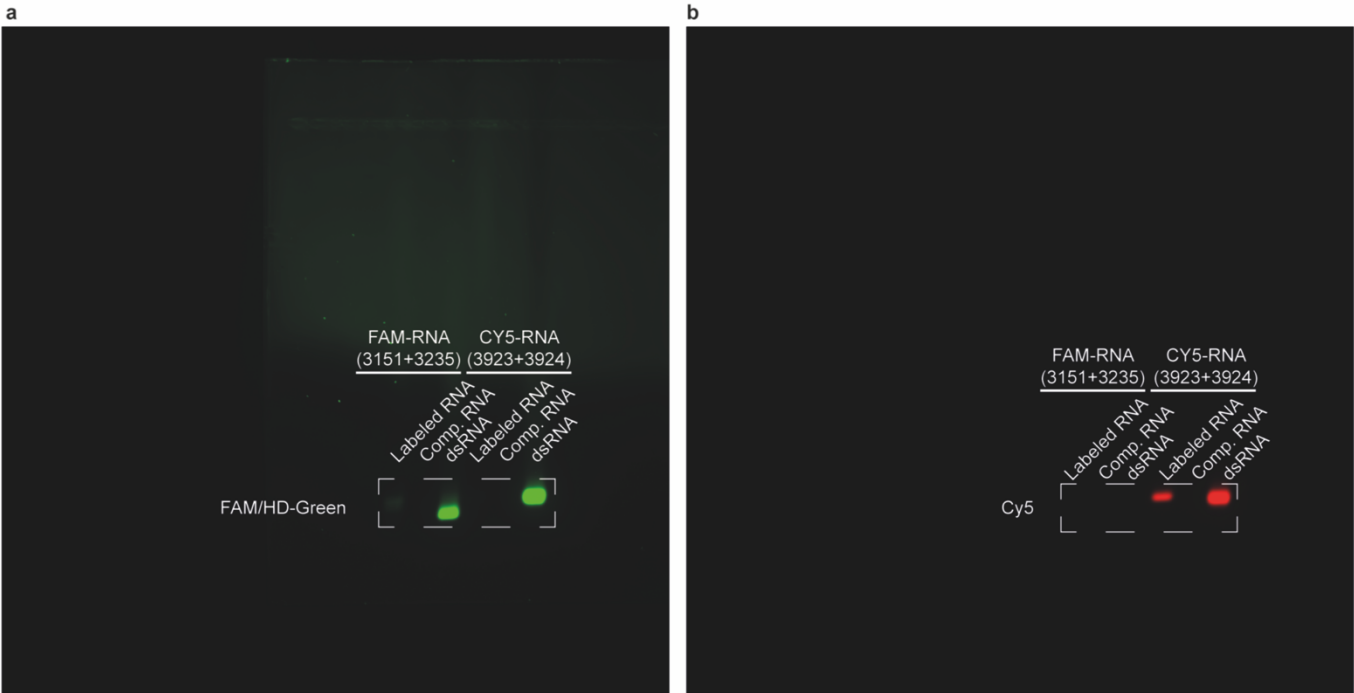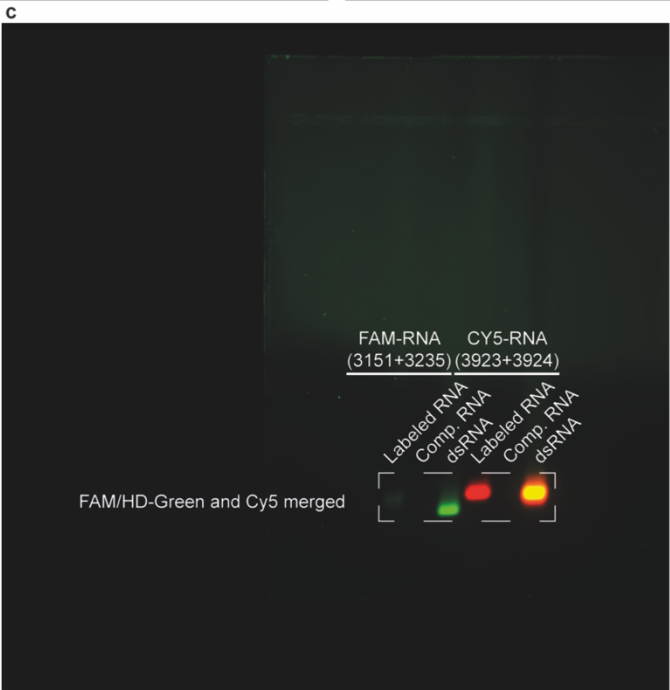

Used in Figure 7f

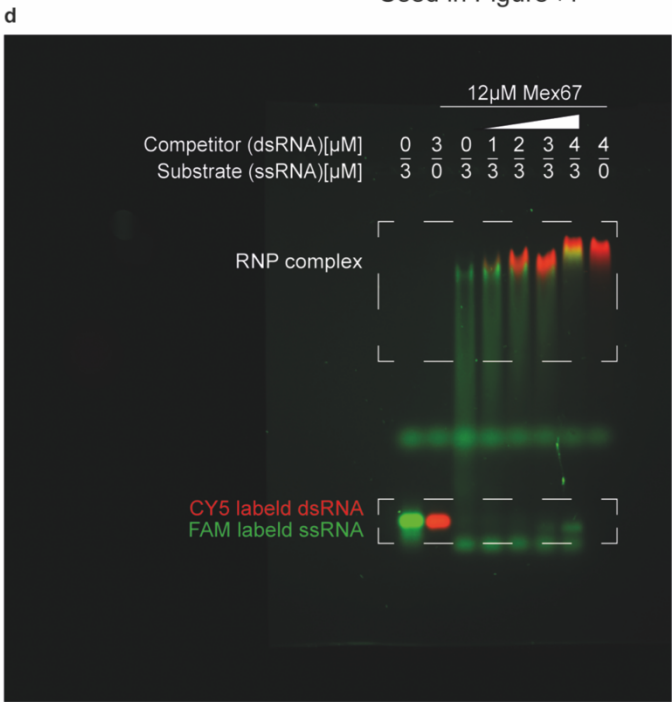

Used in Figure 7g

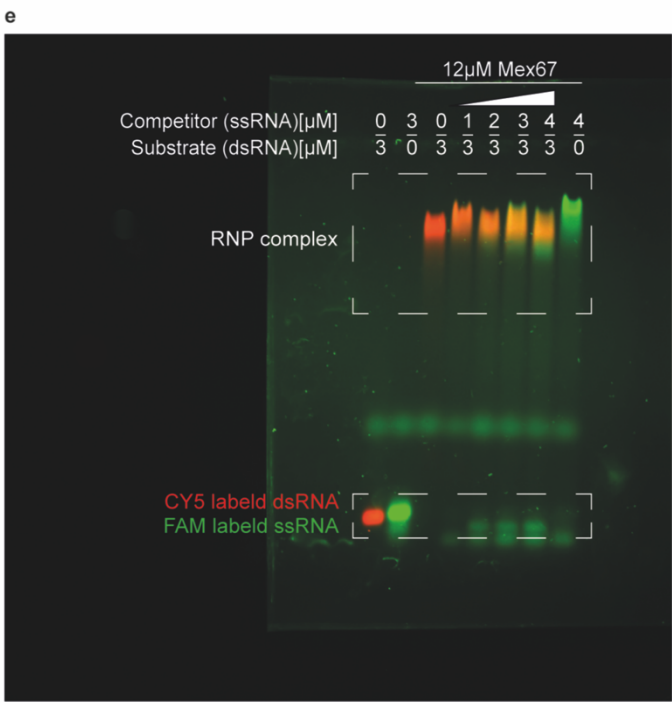

Used in Figure 7h

a

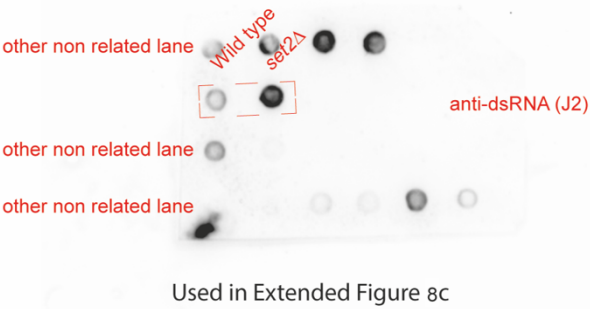

b

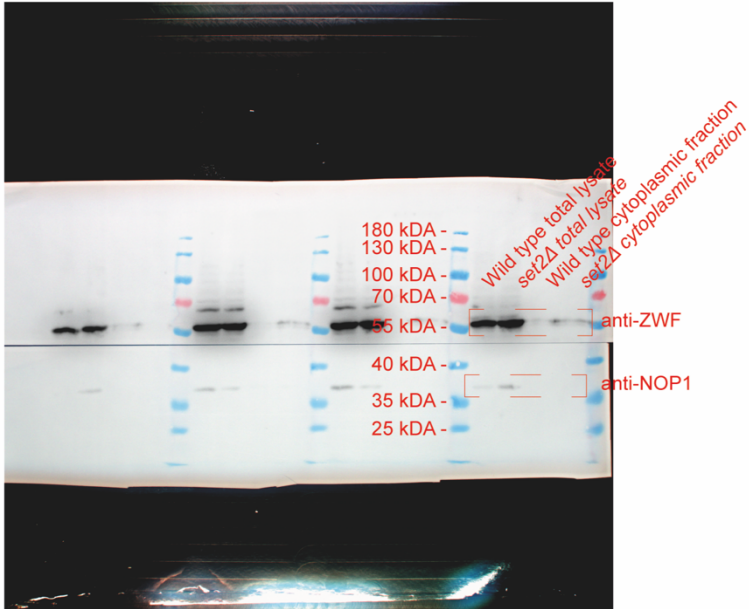

c

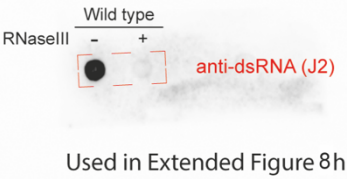

d

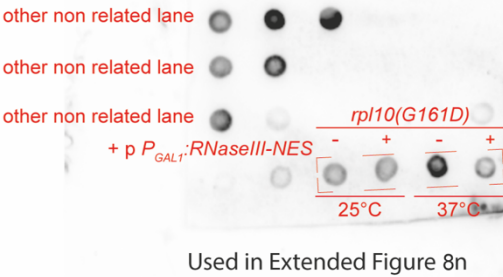

a

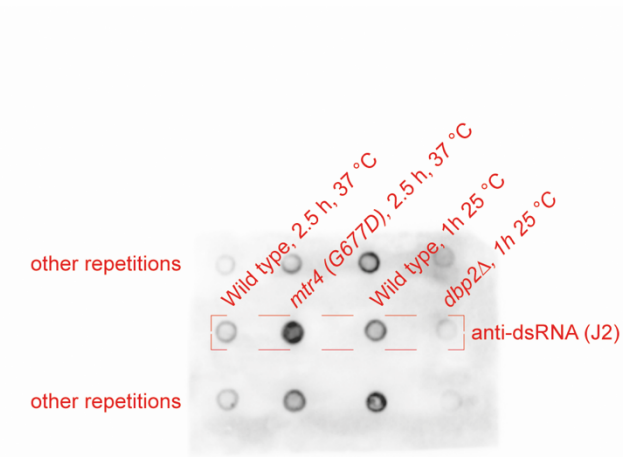

Used in Figure 4d

b

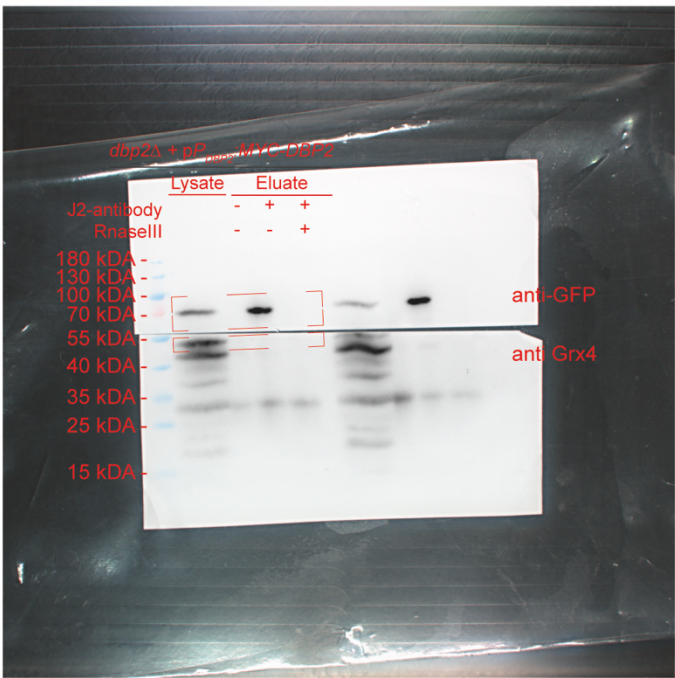

Used in Figure 4e

c

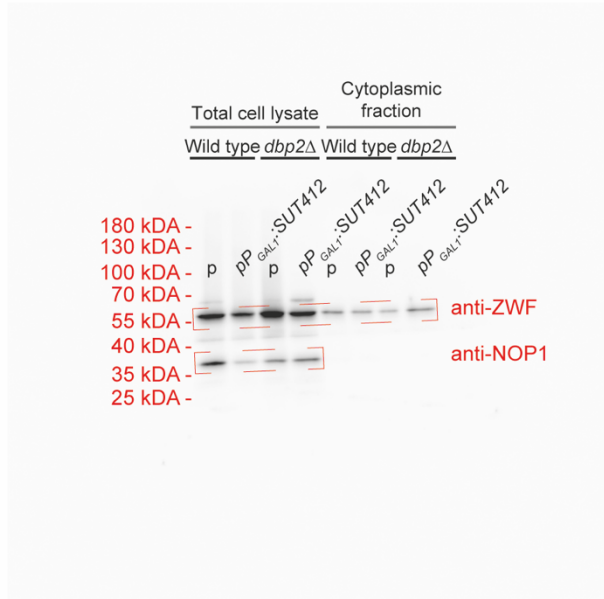

Extended Figure 8f

d

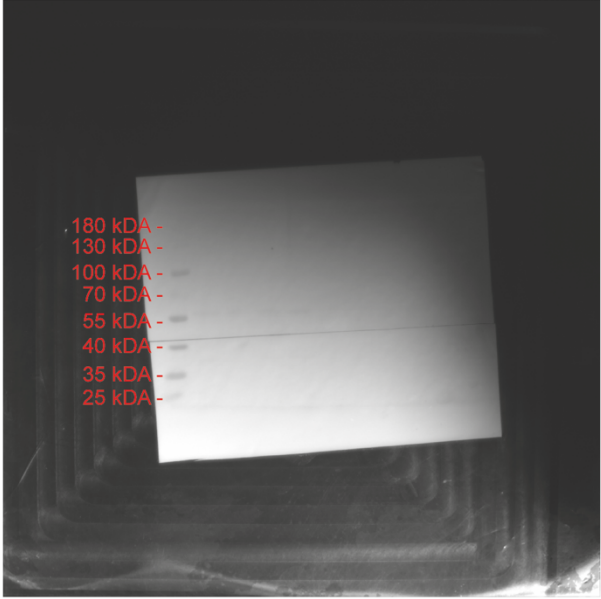

SI Table 1: Yeast strain

| Number  | Genotype                                                                                                                         | Source                                  |
|---------|----------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------|
| HKY314  | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                                                                                         | Euroscarf                               |
| HKY863  | <i>MATa rpl10::kanMX4 his3Δ1 leu2Δ0 ura3Δ0 lys2Δ0 prp110(G161D)-GFP</i>                                                          | Baierlein C et al. (2013) Mol Cell Biol |
| HKY894  | <i>MATa nmd3::kanMX4 his3 leu2 lys2 ura3 pnm3-2</i>                                                                              | Baßler et al. (2001) Mol. Cell          |
| HKY1353 | <i>MATa mex67::HIS3 xpo1::TRP1 ura3Δ0 pmex67-5 pxpo1-1</i>                                                                       | Brune C et al. (2005) RNA               |
| HKY1399 | <i>MATa mtr4(G677D) ura3-52 leu2Δ1 his3Δ200</i>                                                                                  | This study                              |
| HKY1414 | <i>MATa pho85::kanMX4 ura3Δ0 leu2Δ0 his3Δ1 met15Δ0</i>                                                                           | Euroscarf                               |
| HKY1892 | <i>MATa PHO85-GFP:HIS3MX6 his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                                                                       | Euroscarf                               |
| HKY1898 | <i>MATa set2::kanMX ura3Δ0 leu2Δ0 his3Δ1 met15Δ0</i>                                                                             | Euroscarf                               |
| HKY2012 | <i>MATa leu2-3, trp1-1, can1-100, ura3-1::EGFP::kanMX6 ade2-1 his3-11</i>                                                        | Drinnenberg et al. (2009) Science       |
| HKY2013 | <i>MATa leu2-3 trp1-1 can1-100 ura3-1::EGFP::kanMX6 ade2-1 his3-11 pP<sub>TEF</sub>::DCR1(Scas) pP<sub>TEF</sub>::AGO1(Scas)</i> | "                                       |
| HKY2065 | <i>DBP2/DBP2::kanMX4 MATa/MATa ura3Δ0/ura3Δ0 leu2Δ0/leu2Δ0 his3Δ1/his3Δ1 met15Δ0/MET15 LYS2/lys2Δ0</i>                           | Euroscarf                               |
| HKY2067 | <i>MATa dbp2::kanMX4 ura3Δ0 leu2Δ0 his3Δ1 lys2Δ0</i>                                                                             | This study                              |

SI Table 2: Plasmids

| Number  | Genotype                                              | Source                      |
|---------|-------------------------------------------------------|-----------------------------|
| pHK697  | <i>CEN URA RPS2-GFP</i>                               | Milkereit et al. (2003) JBC |
| pHK1716 | <i>CEN URA P<sub>GAL1</sub>::asPHO85</i>              | This study                  |
| pHK1805 | <i>CEN URA P<sub>DBP2</sub>::MYC-DBP2</i>             | This study                  |
| pHK1812 | <i>CEN LEU P<sub>GAL1</sub>::RNaseIII-NES-GFP</i>     | This study                  |
| pHK1813 | <i>CEN LEU P<sub>GAL1</sub>::RNaseIII-NLS-GFP</i>     | This study                  |
| pHK1814 | <i>CEN LEU P<sub>GAL1</sub>::RNaseIII-NES-NLS-GFP</i> | This study                  |
| pHK1815 | <i>CEN LEU P<sub>ADH1</sub>::RNaseIII-NES-GFP-GFP</i> | This study                  |
| pHK1798 | <i>CEN URA P<sub>GAL1</sub>::asPHO85-MYC(x15)</i>     | This study                  |
| pHK1961 | <i>CEN LEU P<sub>GAL1</sub>::PHO85-GFP</i>            | This study                  |

SI Table 3: qPCR primer

| Number | Sequence                         | Name                        |
|--------|----------------------------------|-----------------------------|
| HK842  | 5'-CCAAGAACGTTTCTTGTTACAGACC-3'  | <i>RPS6A</i> forward        |
| HK843  | 5'-CGTCATCTTCCTTGACAAACC-3'      | <i>RPS6A</i> reverse        |
| HK1002 | 5'-TGCTAAGGCTGTCGGTAAGG-3'       | <i>TDH1</i> forward         |
| HK1003 | 5'-TCAGAGGAGACAACGGCATC-3'       | <i>TDH1</i> reverse         |
| HK1024 | 5'-CAAGATTGCTGGTTACACCACC-3'     | <i>RPS17A</i> forward       |
| HK1025 | 5'-GTCTGTCTCTTTGGGCAGAAACG-3'    | <i>RPS17A</i> reverse       |
| HK2868 | 5'-AGCACTAGTTGCGGTGAC-3'         | <i>HPP1</i> reverse         |
| HK2870 | 5'-TGAAGCCACAACCACTACTG-3'       | <i>HPP1</i> forward         |
| HK2871 | 5'-AGTTGTGGTGGTAGCTTCAG-3'       | <i>CSE1</i> reverse         |
| HK2909 | 5'-GCTGTATATGTCAGATGCGACTG-3'    | <i>FRE5</i> reverse         |
| HK2911 | 5'-CCTTCACTGCACACCACTAC-3'       | <i>FRE5</i> forward         |
| HK2919 | 5'-ACGTTAGTACATCAACCGGTG-3'      | <i>CSE1</i> forward         |
| HK3001 | 5'-ATTGTCGGTTGGACTAGCTG-3'       | <i>PRY3</i> reverse         |
| HK3002 | 5'-ACGCCATTACATCCGAGC-3'         | <i>PRY3</i> forward         |
| HK3056 | 5'-TGAGTATCAAGCCACTGAGGTC-3'     | <i>HEM15</i> forward        |
| HK3057 | 5'-ACTGCCTTCTTCAGCCATC-3'        | <i>HEM15</i> reverse        |
| HK3919 | 5'-AGCGTTCAACTAGCAGACCA-3'       | <i>GFP</i> forward          |
| HK3920 | 5'-GCCATGTGTAATCCCAGCAG-3'       | <i>GFP</i> reverse          |
| HK3989 | 5'-TCAAGTATCATTGGAAAGTAAAGAAC-3' | <i>PHO85</i> intron forward |
| HK3990 | 5'-TTCTTTTCATTAGGGAGATCTCAC-3'   | <i>PHO85</i> intron reverse |
| HK3991 | 5'-ACATTTTCAAGCGAAGTCG-3'        | <i>PHO85</i> forward        |
| HK3992 | 5'-CTGGATATTTGGGTTGTATTTG-3'     | <i>PHO85</i> reverse        |
| HK4178 | 5'-TGGAGGATGAGACTGGTAGTG-3'      | <i>SEG2</i> forward         |
| HK4179 | 5'-CCGGATCTCTCATTATCACG-3'       | <i>SEG2</i> reverse         |

**SI Table 4: RNA-oligos used in EMSA**

| Number | Sequence                                         | Name                  |
|--------|--------------------------------------------------|-----------------------|
| HK3151 | 5'-6FAM-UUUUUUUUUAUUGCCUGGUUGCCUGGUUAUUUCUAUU-3' | FAM-labeled RNA       |
| HK3285 | 5'-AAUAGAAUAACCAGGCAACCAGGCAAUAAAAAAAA-3'        | RNA_complement_HK3151 |
| HK3923 | 5'-Cy5-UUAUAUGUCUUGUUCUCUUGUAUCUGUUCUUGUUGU-3'   | CY5-labeled RNA       |
| HK3924 | 5'-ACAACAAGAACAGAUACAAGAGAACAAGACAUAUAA-3'       | RNA_complement_HK3923 |

**SI Table 5: probes used in FISH**

| Number | Sequence                                                           | Name       |
|--------|--------------------------------------------------------------------|------------|
| HK842  | CY3-5'-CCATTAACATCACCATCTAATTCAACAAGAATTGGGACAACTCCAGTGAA-3'-CY3   | GFP1       |
| HK843  | CY3-5'-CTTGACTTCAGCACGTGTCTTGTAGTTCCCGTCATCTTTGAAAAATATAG-3'-CY3   | GFP2       |
| HK1002 | CY3-5'-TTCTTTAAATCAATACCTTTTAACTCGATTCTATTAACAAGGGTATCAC-3'-CY3    | GFP3       |
| HK1003 | CY3-5'-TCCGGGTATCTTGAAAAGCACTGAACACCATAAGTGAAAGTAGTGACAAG-3'-CY3   | GFP4       |
| HK1024 | CY3-5'-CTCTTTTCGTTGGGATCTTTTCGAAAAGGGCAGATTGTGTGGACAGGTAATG-3'-CY3 | GFP5       |
| HK1025 | CY3-5'-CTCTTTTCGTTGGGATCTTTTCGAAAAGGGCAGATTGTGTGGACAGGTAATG-3'-CY3 | GFP6       |
| HK2868 | CY3-5'-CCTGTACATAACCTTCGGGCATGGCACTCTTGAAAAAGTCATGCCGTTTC-3'-CY3   | GFP7       |
| HK2870 | CY3-5'-CCTTCACCCTCTCCACTGACAGAAAATTTG-3'-CY3                       | GFP8       |
| HK2871 | CY3-5'-GGCCATGGAACAGGTAGTTTCCAGTAGTG-3'-CY3                        | GFP9       |
| HK2909 | CY3-5'-CCATGATGTATACATTGTGTGAGTTATAGT-3'-CY3                       | GFP10      |
| HK2911 | CY3-5'-CCATCTTCAATGTTGTGTCTAATTTTGAAG-3'-CY3                       | GFP11      |
| HK2919 | CY3-5'-CCATGTGTAATCCAGCAGCTGTTACAAAC-3'-CY3                        | GFP12      |
| HK3001 | Alexa647-5'-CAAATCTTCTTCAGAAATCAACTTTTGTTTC-3'-Alexa647            | MYC1       |
| HK3002 | Alexa647-5'-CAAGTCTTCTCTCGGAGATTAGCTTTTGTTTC-3'-Alexa647           | MYC2       |
| HK3056 | Alexa647-5'-CAAGTCTTCTCTGAGATTAATTTTGTTTC-3'-Alexa647              | MYC3       |
| HK3057 | CY3-5'-TTTTTTTTTTTTTTTTT-3'-CY3                                    | oligo d(T) |

#### References to the tables

- 1 Baierlein, C. *et al.* Monosome formation during translation initiation requires the serine/arginine-rich protein Npl3. *Mol Cell Biol* **33**, 4811-4823 (2013).  
<https://doi.org/10.1128/MCB.00873-13>
- 2 Bassler, J. *et al.* Identification of a 60S preribosomal particle that is closely linked to nuclear export. *Mol Cell* **8**, 517-529 (2001).
- 3 Brune, C., Munchel, S. E., Fischer, N., Podtelejnikov, A. V. & Weis, K. Yeast poly ( A ) - binding protein Pab1 shuttles between the nucleus and the cytoplasm and functions in mRNA export Yeast poly ( A ) - binding protein Pab1 shuttles between the nucleus and the cytoplasm and functions in mRNA export. *Rna-a Publication of the Rna Society*, 517-531 (2005).  
<https://doi.org/10.1261/rna.7291205.family>
- 4 Drinnenberg, I. A. *et al.* RNAi in budding yeast. *Science* **326**, 544-550 (2009).  
<https://doi.org/10.1126/science.1176945>
- 5 Milkereit, P. *et al.* A Noc complex specifically involved in the formation and nuclear export of ribosomal 40 S subunits. *J Biol Chem* **278**, 4072-4081 (2003).  
<https://doi.org/10.1074/jbc.M208898200>
- 6 Hackmann, A. *et al.* Quality control of spliced mRNAs requires the shuttling SR proteins Gbp2 and Hrb1. *Nat Commun* **5**, 3123 (2014). <https://doi.org/10.1038/ncomms4123>

# Supplementary material for: dsRNA formation leads to preferential nuclear export and gene expression
**Source:** Nature. 2024 Jun 19;631(8020):432–8. doi: 10.1038/s41586-024-07576-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Single read (50 bp) sequencing was conducted using a HiSeq 4000 (Illumina). Fluorescence images were transformed to BCL files with the Illumina BaseCaller software (version 3.6.3) and samples were demultiplexed to FASTQ files with bcl2fastq (version 2.17).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | Sequences were aligned to the genome reference sequence of <i>Saccharomyces cerevisiae</i> (sacCer3, obtained from UCSC, <a href="https://hgdownload.cse.ucsc.edu/goldenPath/sacCer3/bigZips/">https://hgdownload.cse.ucsc.edu/goldenPath/sacCer3/bigZips/</a> ) using the STAR software (49; version 2.5) allowing for 2 mismatches. Subsequently, abundance measurement of reads overlapping with exons or introns was conducted with featureCounts (50, subread version 1.5.0-p1, Ensembl (EF4.68) supplemented with the coordinates of UTRs, CUTs and SUTs 22,51,52 and Xrn1-sensitive unstable transcripts 3,29 Data was processed in the R/Bioconductor environment ( <a href="http://www.bioconductor.org">www.bioconductor.org</a> , R version 3.6.1) using the DESeq2 package (53; version 1.24.0). The sequencing data and abundance measurement files have been submitted to the NCBI Gene Expression Omnibus (GEO) database. For null hypothesis testing the Wald test was used with multiple comparisons adjustments using the Benjamini and Hochberg method. In downstream analysis only transcripts with an average count above 40 were considered.<br>Overlapping features respectively sense and antisense pairs were identified with BEDTools intersect (version 2.3.1) 54 requiring overlaps to occur on the opposite strand with a minimum overlap of 0.5.<br>For gene coverage of RNAi degradation products, the reads were trimmed using Cutadapt (version 2.1) 55 and aligned to the reference genome with TopHat2 (version 2.1.1) 56. For gene coverage the geneBody_coverage module of the RSeQC package was used (version 2.6.4) 57. The input BED file was filtered by lncRNA classes (SUT, CUT or XUT) or by RNA enrichment in RNAi-seq. Overlapping features on the same strand were excluded. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Fractionation-RNA-Seq data have been deposited at the NCBI gene expression omnibus (GEO; [www.ncbi.nlm.nih.gov/geo/](http://www.ncbi.nlm.nih.gov/geo/)) with the GEO accession number GSE188455. J2-RIP-seq data can be accessed with accession number GSE252951. RNA-seq of Cells exposed to 0.6M NaCl was provided 34 under the accession number GSE89554. RNAi-seq data has been deposited by Wery and colleagues under the accession number GSE64090. Dbp2 iCLIP and Structure-Seq data can be found under the accession number GSE106479 provided 45.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All statistically analysed experiments were independently repeated at least three times and determined according to standard molecular biology procedures.                                                                                                                                                                                                                                                                                                                                        |
| Data exclusions | Data were excluded from analysis only due to technical failure. Western blot analysis of co-immunoprecipitation, RNA co-immunoprecipitation and cytoplasmic fractionation demonstrated the integrity of these experiments.                                                                                                                                                                                                                                                                        |
| Replication     | All experiments were reproducible and confirmed by statistical analysis as described. At least three independent replicates were performed for statistically analysed experiments. Samples for RNA sequencing were tested prior to sequencing. For cytoplasmic fractionation, Western blots were prepared and the distribution of known RNAs such as rRNAs and snoRNAs was tested by qPCR. For J2-RIP-seq, known dsRNAs were tested by qPCR. Validated samples were then sent for RNA sequencing. |
| Randomization   | No randomization was used. Samples were prepared from a minimum of $1 \times 10^8$ cells and appropriate controls were included.                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | Blinding was not performed. Quantification of fluorescent signal was performed on all intact cells of an image section from three independent replicates. Acquisition and quantification were performed by multiple researchers.                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Nop1, Santa Cruz, sc-57940, 28F2; anti-Myc, Santa Cruz, sc-789, A-14; anti-Yra1, Santa Cruz, yc-14; anti-Zwf1, Prof. Dr. Ulrich Mühlenhoff; anti-Hem15, Prof. Dr. Ulrich Mühlenhoff; anti-Aco1, Prof. Dr. Ulrich Mühlenhoff; anti-Grx4, Prof. Dr. Ulrich Mühlenhoff; anti-dsRNA, Jena Bioscience (Scicons), RNT-SCI-10010200, J2; anti-GFP, Chromotek, PABG1-100, PABG1; goat anti-mouse HRP |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

conjugated, Dianova, 115-035-146; goat anti-rabbit HRP conjugated, Dianova, 111-035-144; goat anti-mouse Cy3 conjugated, Dianova, 115-165-146

#### Validation

anti-dsRNA: Purity/Identity: Reducing and Non-reducing SDS-PAGE, Activity: AN-ELISA (relative activity compared to reference J2), Schönborn et al. (1991) Monoclonal antibodies to double-stranded RNA as probes of RNA structure in crude nucleic acid extracts. Nucleic Acids Res.19: 2993., Extended Data Fig. 2a, RRID:AB\_2651015  
 anti-GFP: Purity: Affinity-purified antibody, Tested applications: Western Blot and Immunofluorescence, RRID:AB\_2749857  
 anti-Nop1: Tested in Western blot, Source. Nop1p (28F2) is a mouse monoclonal antibody raised against a nuclear preparation of *S. cerevisiae* origin. (Santa Cruz)  
 anti-Yra1: Tested in Western blot (Santa Cruz)  
 anti-Myc: Tested application: Western blot; RRID:AB\_631275  
 anti-Zwf1, anti-Hem15, anti-Aco1, anti-Grx4: Tested application: Western blot of recombinant proteins

## Eukaryotic cell lines

Policy information about [cell lines](#)

#### Cell line source(s)

HKY314: BY4741 Wild type, Euroscarf  
 HKY894: nmd3-2, Brune et al. 2005  
 HKY863; rpl10(G161D), Baierlain et al., 2013  
 HKY1353: mex67-5 xpo1-1, Gadal et al., 2001  
 HKY1399: mtr(G667D), Hackmann et al., 2014  
 HKY1414: pho85::kanMX4; Eurpscarf  
 HKY1892: PHO85-GFP; Euroscarf  
 HKY1898: set::kanMX4, Euroscarf  
 HKY2012: W303 Wild type, Drinnenberg et al., 2009  
 HKY2013: W303 pDCR1 pAGO1, Drinnenberg et al., 2009  
 HKY2065: DBP2/dbp2::kanMX4, Euroscarf  
 HKY2067: dbp2::kanMX4, this study

#### Authentication

Each strain was verified via growth on selective plates and by seqncing of specific genes and markers  
 HKY863, HKY1353 and HKY2067 were authenticated via growthtest analysis and polyA-FISH

#### Mycoplasma contamination

*Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.*

#### Commonly misidentified lines (See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

How the deposited data were processed for this re-analysis (not part of the article)

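RNA-seq counts of 12 libraries were used, 3 each of total lysate and cytoplasmic fraction from wild-type and from mex67-5 xpo1-1 cells, all kept at 37 °C for 1 h. The authors aligned the reads to sacCer3 with STAR (version 2.5) and counted them with featureCounts (subread version 1.5.0-p1), and they deposited raw counts per feature for each library. The paper's methods name DESeq2 (version 1.24.0) with the Wald test, Benjamini-Hochberg adjustment and a minimum average count of 40 for the downstream analysis. The deposited annotation holds 20619 features. Its start and end positions were used as deposited, and 6000 of the 6007 coding genes shared with the reference have the same ends within 3 bases. On the mitochondrial chromosome the annotation ends at 86009 and the reference at 85779.

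The deposited counts were tested with edgeR (version 4.0.16, R version 4.3.3), by the quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. Features with a mean count above 40 over the libraries in a fit were tested. The 4 comparisons were wild-type cytoplasm against total, mutant cytoplasm against total, the total lysates of the 2 strains, and the change of the cytoplasm to total ratio between the strains as an interaction. Classes of RNA were compared with the other features by camera in limma (version 3.58.1) on log2 CPM with a prior count of 2 and a correlation preset at 0.01. RPKM and CPM values were computed from the deposited counts. Class values per library were compared by an exact permutation test, in which 3 libraries against 3 cannot give a p under 0.1. Shares of counts are given as ranges over libraries, without intervals for counting error.

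Counts summed to between 24532091 and 37361004 per library. Features that overlap on one strand hold the same reads, so their values are not independent, and reads shared between paralogs were not examined. The settings of featureCounts for strand and overlap are not named in the paper's text. Features named antisense held between 62.3 and 68.3% of the counts and features of mRNAs between 10.5 and 12.9%. A transcript was therefore also read from the feature on the opposite strand. Such a counterpart has at least 0.8 of its length inside the gene, covers at least 0.5 of it and overlaps no other gene on its strand. It was found for 2611 mRNAs. The asRNA then takes the count on the paired mRNA feature where no other gene lies on the opposite strand, and an mRNA counts as having no asRNA where no lncRNA is paired with it. These rules were chosen after the data had been seen, and after outcome values of several versions had been looked at: 4 versions of the counterpart, 3 of the asRNA, 2 of the group with no asRNA and 2 of the class. Among the 3 versions of the asRNA, the one kept gives the highest share of asRNAs enriched in the cytoplasm, which is the nearest to the share the paper reports. The results of the other versions are given with the other alternatives.

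Replicate numbers are shared by the groups. In wild type, libraries with the same number deviated together from their group means, with correlations of 0.245, 0.394 and 0.115 for the pairs of total and cytoplasm, so the numbers were taken as pairs there and the fit with the replicate block was an alternative. Other alternatives were DESeq2 (version 1.42.0, run with the filter on the mean count before the test and, chosen after seeing the data, after it), other filters, library totals, TMM factors from mRNAs, scaling to the mitochondrially encoded transcripts, other thresholds, other overlap rules and leaving out each library in turn. The alternatives and the rule for the genes that are named were set in advance, except where stated. Named genes are those for which the paper draws on these data or chose a target by expression, each with its asRNAs, CSS1 and SEG2 as targets of other experiments in the paper, the genes of the mutations and strain markers, and in each comparison the 3 mRNAs and 3 asRNAs with the largest increase and decrease past the threshold whose libraries do not overlap between the groups (past the threshold only for the interaction).

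The tests were first tested on simulated data. Of 190 features of 11826 changed by a log2 fold change of 1.5, the wild-type comparison recovered 100%, and 3.55% of its calls were false. Of 193 features of 12985, the interaction recovered 88.6%, and 3.93% of its calls were false. Lists matched on expression were tested with 400 simulated runs. With no true shift, 28 of them lay outside the central 95% of lists, and with a shift of 0.5 all 400 did. Python (version 3.11.15) was used for summaries. Data of other experiments in the paper were not analysed here.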

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

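The tests of the strain background, of the scaling, of the antisense reads without an annotated asRNA and of other splits of the libraries were chosen only after the result was seen. The tests of expression and of nuclear RNA were set before.

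The change of the cytoplasm to total ratio differed between the strains for 1347 features, with 601 higher and 746 lower in mex67-5 xpo1-1, by a test of the difference itself. Other splits exchange the labels of the strains within each fraction, and the total lysates already differ between the strains. Splits that mix the strains therefore carry this difference in their spread. Their counts cannot decide on a grouping by chance for the change of the ratio. Of 100 splits of the libraries drawn, the real one included, 4 gave as many features as the real one. In the 3 others, with up to 9356 features, every cytoplasmic library carried the label of the other strain. The median over the other splits was 0 features, and 92 at an unadjusted p under 0.05, where the real split had 3480. Some other splits had more than that, up to 9635. They include a split with 3738 in which every cytoplasmic library kept its label. The count at an unadjusted p therefore sets the real split less apart. Nuclear RNA in the mutant's cytoplasmic fractions would raise snoRNAs there. By the strand of the reads, the mean change of 18 snoRNAs was -0.87, with a spread between replicates of 0.82. It was -0.53 with library totals, -0.46 when scaled to the mitochondrially encoded transcripts, -0.61 without mutant cytoplasm 3 and -0.60 without mutant total 1, all within that spread. Relative to mRNAs, a version tried first, the change of snoRNAs was -0.78 with a spread of 0.87, and by name their mean change was 0.0060. No rise was seen, but so variable a mean of 18 snoRNAs leaves nuclear RNA open. The balance of higher and lower features follows the scaling. The median change of all features was -0.10 with TMM normalization, 0.21 with library totals and 0.32 when scaled to the mitochondrially encoded transcripts. A change of export common to all RNAs cannot be told apart from the scaling, because counts hold no absolute amounts. The loss of export in the mutant, which the design names, stays open as the biological explanation.

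Between the total lysates of the strains, which the paper does not compare, 3329 features were higher in mex67-5 xpo1-1 and 3167 were lower. Of 10 splits, the real one included, 1 gave as many features. Because 10 splits cannot give a share under 0.1, that share alone cannot decide on a grouping by chance. The 9 other splits gave 0 features past the threshold, against 6496 in the real one. At an unadjusted p under 0.05 they had at most 264 features, against 7251 in the real one. These values argue against a grouping by chance of the total lysates. In the mutant's comparison of cytoplasm and total, again 1 of 10 splits gave as many, with 8085 features. The 9 others gave 0, and at most 424 at an unadjusted p under 0.05, against 8776. Differences of strain background are present: 12 features had at most 3 counts in every library of one strain and a mean count above 40 in the other, 10 of them read in the mutant and 2 in wild type. The export mutations cannot be told apart from this background, since each genotype is 1 strain.

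By the strand of the reads, signal antisense to mRNAs was higher in the cytoplasm at 44.4% of 333 mRNAs with no annotated asRNA, which lie outside the pairs the paper discusses. Their median log2 fold change was 0.61, against 0.44 at 580 mRNAs with an annotated asRNA. A rise that does not depend on an annotated asRNA therefore remains open. Lower expression of the antisense signal is argued against as the whole cause. The median at annotated asRNAs lay above 100% of 10000 lists of mRNAs matched on expression, whose median was 0.11. In wild type, 1 of the 10 splits of the libraries gave as many features past the threshold as the real one. Among the 4 splits that part all 3 pairs of replicates, the other 3 gave 0 (between 8 and 231 at an unadjusted p under 0.05), and the remaining 6 part 1 pair. A candidate explanation that stays open is a rise of antisense signal of any source in the cytoplasmic fractions (median 0.61 without an annotated asRNA), which could come from transcripts or from the library preparation. In wild type, intergenic features also took a larger share of the counts in the cytoplasmic fractions (between 0.2 and 0.242%) than in the total lysates (between 0.165 and 0.182%). No test separated transcripts from the library preparation. In mex67-5 xpo1-1, antisense signal was also higher in the cytoplasm, at 53.1% of 785 mRNAs and lower at 4.46%, with a median of 0.60, and the mean of 38 mRNAs with antisense signal at least as high was 1.17. Export of antisense transcripts stays open too, since these values are relative to the other features and the export left in the mutant was not measured.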

How the results depend on the processing

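Of 407 values of summaries under the alternatives, 267 stayed within the spread between replicates, within 1.5 times the count, or on their side of the threshold. Of the others, 103 moved, 8 became stronger, 1 weaker and 28 reversed. Of 1182 values of single features, 1069 kept direction and side of the threshold, 49 were weaker, 25 stronger, 10 moved and 29 reversed. Where no cause is given below, the cause was not tested. Single features that did not pass the filter under an alternative have no value there, such as SUT786 without wild-type total lysate 1. The alternatives that read transcripts by strand, and those with DESeq2 on every feature, were chosen after seeing the data.

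Scaled to the mitochondrially encoded transcripts, 89.2% of mRNAs in wild type were higher and 0.524% lower, and 89.9% of asRNAs higher and 0.0932% lower. The medians became 0.35 for rRNA, 0.40 for snoRNA, 1.22 for mRNA and 1.17 for asRNA. The change of the ratio in the mutant then had 83 features higher and 10 lower, with means of 0.40 for mRNAs and 0.37 for asRNAs. Between total lysates 650 features were higher and 7006 lower, and in the mutant's cytoplasm 11721 and 36. With this scaling, PHO85 reversed to 0.86, SUT412 to 0.85, RPS17A to 1.03, RPS6A to 0.42, SEG2 to 1.11, XUT_9F-4 to 0.96, antisense3540 to 0.68, antisense1120 to 0.46, antisense4050 to 0.38 and antisense2688 to 0.73 in wild type. CRM1 (-0.057) and antisense2145 (-0.74) reversed between total lysates, and XUT_7R-433 (0.15) in the mutant. The median of all features was then -0.90 between total lysates and 1.60 in the mutant. CRM1 and antisense2145 thus stay above the typical feature and XUT_7R-433 below it. With library totals, the lower shares were 8.57% of mRNAs and 8.67% of asRNAs, and the medians -0.61 for snoRNA, 0.23 for mRNA and 0.17 for asRNA. The ratio in the mutant then had 1383 features higher and 289 lower, with means of 0.30 for mRNAs and 0.25 for asRNAs. Between total lysates 1604 features were lower, and in the mutant 7096 were higher and 976 lower in the cytoplasm. RPS17A became 0.0072 and SEG2 0.12. With TMM factors from mRNAs, the median of asRNAs was -0.054, of XUTs -0.028, of SUTs 0.033 and of CUTs -0.16. The ratio in the mutant had 374 features higher, and its mean for asRNAs was -0.18. The shift of the median of all features in wild type was 0.022 with TMM, 0.16 with library totals and 1.15 with mitochondrial scaling.

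With no filter on the count, the median was 1.82 for rRNA, -0.17 for snoRNA, -0.080 for asRNA and 0.027 for XUTs, the difference between the groups by asRNA was 0.074, the mean change of asRNAs in the mutant was -0.096, and PRY3 became -0.021. With at least 10 counts in every library, the median of snoRNAs was -0.59, and with a fit on all 12 libraries -0.54. At an adjusted p under 0.01, 11.0% of mRNAs were higher and 6.40% lower, 10.6% of asRNAs higher and 6.15% lower. The interaction then had 161 features higher and 215 lower, 2111 were lower between total lysates and 2558 in the mutant's cytoplasm. With a log2 fold change of at least 0.5, 10.5% of asRNAs were lower. DESeq2 on every feature with the filter afterwards gave medians of -0.88 for snoRNA, -0.038 for mRNA and -0.093 for asRNA, and -0.012 for PRY3.

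Read by strand, 35.7% of asRNAs were higher and 2.41% lower, and the medians were 0.52 for rRNA, -1.03 for snoRNA, -0.040 for mRNA and 0.44 for asRNA. The adjusted p from camera became 0.958 for rRNA, 0.232 for mRNA, 3.31e-08 for asRNA, 1.36e-06 for XUTs, 0.0197 for SUTs and 1.85e-09 for CUTs. With the correlation estimated from the data, camera gave 0.181 for XUTs, 0.181 for SUTs and 0.278 for CUTs, so these calls were lost. They held with fry, at 0.00691, 0.00147 and 0.0156. The difference between the groups by asRNA was 0.70 and the mean with no asRNA -0.020. The medians were 0.53 for XUTs, 0.29 for SUTs and 1.06 for CUTs, Spearman's rho was -0.34, and the mean change of asRNAs in the mutant was 0.072. With DESeq2, 24.2% of mRNAs were lower, 36.6% of asRNAs higher and 2.76% lower, with medians of 0.51 for rRNA, -1.05 for snoRNA, -0.054 for mRNA and 0.43 for asRNA. The difference between the groups was 0.71, the mean with no asRNA -0.035, the medians of XUTs, SUTs and CUTs 0.51, 0.28 and 1.05, and the mean change of asRNAs in the mutant 0.10. With DESeq2 on every feature, 14.4% of mRNAs were higher and 29.3% lower, and 3.62% of asRNAs lower. Where the asRNA took the count of the lncRNA's own counterpart, 6.90% were lower, and 3.96% where that is an mRNA feature. The difference between the groups was 0.73 where the counterpart may overlap another gene, 0.72 with 0.5 of it inside (mean with no asRNA -0.029), 0.55 with all of it inside (-0.019) and 0.69 where mRNAs count as having no asRNA only with no gene on the opposite strand (-0.0037). With every member of a class, the medians were 0.53 for XUTs, 0.30 for SUTs and 0.92 for CUTs. These versions were looked at before 1 was kept. The reading by strand was also combined, after seeing the data, with each alternative of the wild-type fit. Without cytoplasm 3 it gave 12.6% of mRNAs higher and 13.4% lower, and scaled to the mitochondrially encoded transcripts 87.8% of mRNAs and 94.7% of asRNAs higher.

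Of the other alternatives, fry gave adjusted p of 0.0159 for rRNA, 0.0118 for asRNA, 0.00378 for XUTs, 0.00212 for SUTs and 0.0373 for CUTs, and the estimated correlation 0.294 for snoRNA. The difference between the groups was 0.19 where the lncRNA must cover 0.5 of the mRNA. The median of XUTs was 0.080 with every annotated member. Comparing the cytoplasmic fractions of the strains directly, 4301 features were higher and 4361 lower, because that contrast also holds the differences between total lysates, with means of 0.30 for mRNAs and 0.022 for asRNAs, and APL1 became 1.13.

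Leaving out each library in turn, mRNAs higher in wild type ranged from 14.0 to 27.7% and lower from 9.13 to 15.5%, asRNAs higher from 13.4 to 22.8% and lower from 9.95 to 18.6%, each lowest without cytoplasm 3 and highest without cytoplasm 1. Without a total lysate, mRNAs higher came to between 15.2 and 16.6%. The medians ranged from -0.0023 (without cytoplasm 2) to 0.10 for mRNAs, from -0.0099 (without cytoplasm 1) to 0.032 for asRNAs, from 0.033 to 0.061 for XUTs, from 0.063 to 0.13 for SUTs and from -0.15 to -0.055 for CUTs, and rho from -0.56 to -0.42 (without cytoplasm 2). In the interaction, features higher ranged from 318 (without wild-type cytoplasm 3) to 841 (without mutant cytoplasm 3) and lower from 329 (without mutant cytoplasm 1) to 1121 (without wild-type cytoplasm 2), and the mean change of mRNAs from -0.062 to 0.081 (without mutant cytoplasm 3) and of asRNAs from -0.067 to 0.014 (without mutant cytoplasm 1). RPS17A ranged from -0.35 to 0.013 (without total 2). SEG2 ranged from -0.085 to 0.069, XUT_9F-4 from -0.68 to 0.27 and antisense2688 from -1.04 to 0.084, with the upper ends without total 1. The group means by asRNA, 0.40 and 0.15, were lowest without cytoplasm 2, at 0.21 and 0.014.

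With the replicate block, 93 of 96 results kept their direction and their side of the threshold, or stayed within the spread, and 3 single features became stronger, SUT412 (adjusted p 0.0263), antisense4050 (0.00397) and antisense2688 (0.0241). The wild-type shares of mRNAs were 28.5 and 20.4%, against 23.8 and 15.6% without it. In the mutant, libraries with the same number did not all deviate together (correlations of 0.383, -0.355 and -0.19). By the paper's methods, the total lysate is taken from the culture that is then fractionated. These correlations therefore cannot show that the mutant's libraries are unpaired. Between the strains, the numbers join different cultures. The replicate block gave 639 features higher and 887 lower in the interaction, and 636 and 901 within each genotype. With 3 libraries per group, exact tests cannot go under 0.1. The cytosolic rRNA features, with at most 15 counts in wild type, did not pass the filter.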

Differences from the paper's values

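The paper's share of mRNAs lower in the cytoplasm is 42.14%, and the value by the deposited names is 15.6%. None of the 16 alternatives set before the data were examined closed the gap. Reading transcripts by strand gave 29.3% with DESeq2 on every feature and 30.9% with the replicate block, both within 1.5 times of the paper's value and both chosen after seeing the values. The paper's share of asRNAs higher in the cytoplasm is 66.33%, and the value by name is 21.5%. Of 18 alternatives set before the data were examined, only scaling to the mitochondrially encoded transcripts came within 1.5 times of it, at 89.9%, and it gave 89.2% of mRNAs higher as well. Read by strand with this scaling, a combination chosen after seeing the values, 94.7% of asRNAs and 87.8% of mRNAs were higher, and no other alternative added later closed the gap. For asRNAs lower in the cytoplasm, the paper shows about 6.3% in Fig. 1b, and the value by name is 16.0%. Library totals (8.67%) and an adjusted p under 0.01 (6.15%) came within 1.5 times or the spread, and so did 6 of the alternatives by strand chosen after seeing the values: DESeq2 on every feature (3.62%), TMM factors from mRNAs (3.28%), the replicate block (3.97%), leaving out replicate 2 of the cytoplasm (2.97%), the count of the lncRNA's own counterpart (6.90%) and that count where it is an mRNA feature (3.96%).

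The medians of Fig. 1a were read by eye. For rRNA the paper shows about 1.2, and the value is -0.83 by name, where both features are mitochondrial; no alternative closed the gap. For snoRNA it shows about -1.0, and the value is -0.75; no alternative set before the data were examined closed the gap, and the readings by strand chosen after seeing the values did (-1.03, -1.05 with DESeq2, and between -1.11 and -0.89 with library totals, TMM factors from mRNAs, no filter, at least 10 counts, all 12 libraries in the fit, the replicate block, and without replicate 2 or 3 of the cytoplasm or any 1 total lysate). For mRNA it shows about -0.3, and the value is 0.087; no alternative closed the gap. For asRNA it shows about 0.2, and the value is 0.031; of the alternatives set before the data were examined, only library totals (0.17) closed the gap. For mRNAs with no asRNA, the mean in Fig. 1c is about -0.13, and the value by name is 0.15. None of 15 alternatives set before the data were examined closed the gap. By strand, these closed it, all chosen after seeing the values: DESeq2 on every feature (-0.14), no filter (-0.11), TMM factors from mRNAs (-0.10), at least 10 counts (-0.050), all 12 libraries in the fit (-0.041), DESeq2 (-0.035), 0.5 of the counterpart inside (-0.029), the replicate block (-0.028), and leaving out replicate 1 (-0.078) or 3 (-0.043) of the cytoplasm or total lysate 2 (-0.038) or 3 (-0.028). The paper's correlation of expression with distribution is -0.43, and the value is -0.53. Expression from mex67-5 xpo1-1 total (-0.42) and leaving out replicate 2 of the wild-type cytoplasm (-0.42), of 9 alternatives set before the data were examined, closed the gap.

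The paper states that the cytoplasmic enrichment is greatest for XUTs, with the longest overlap. By name, the median was 0.054 for XUTs and 0.12 for SUTs, and by the strand of the reads CUTs had the highest median, 1.06. By share of higher lncRNAs, XUTs came first by name without replicate 3 of the cytoplasm (15.2%), total lysate 1 (15.9%) or total lysate 2 (14.3%), and not with all libraries (22.1%, against 24.7% of SUTs). The median overlap was 524 bases for XUTs, 547 for SUTs and 561 for CUTs with 1 class only, and 621, 828.5 and 573 over every member of the class. The paper describes SUT412 as hardly detected and PHO85 as expressed at an average level. The SUT412 feature had a mean of 1478 counts and the PHO85 feature 100.3. Read by strand, a reading chosen after seeing the values, the higher count is that of PHO85 mRNA and the lower one antisense to it. The paper states that all types of RNA are retained in the nucleus of the mutant. The mean change of the ratio was -0.0062 for mRNAs and -0.055 for asRNAs by name, and -0.18 and 0.072 by the strand of the reads, after TMM normalization. A retention shared by all RNAs cannot be seen in these values, so they do not contradict that statement. The paper grouped RNAs by RNAi-seq and also drew on J2 immunofluorescence and dot-blots, which were not analysed here. The paper chose FRE5, HPF1 and PRY3 with an asRNA above the sense RNA. In wild-type total lysates the RPKM was 6.93 on FRE5 and 3.22 on its asRNA SUT802, and 83.7 on HPF1 and 1.72 on its asRNA XUT_15F-14, while PRY3 has no annotated XUT, SUT or CUT as its asRNA. Read by strand, chosen after seeing the values, the antisense RPKM lay above that of the mRNA at FRE5 (6.93 and 3.24) and HPF1 (83.7 and 34.6).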

Other observations

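The tests of unstranded counting, of the strands in the annotation and of the carry-over were chosen only after the result was seen. The tests of ribosomal protein genes and of matched lists were set before.

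Reads of known mRNAs lie on the features of the opposite strand. Unstranded counting would give both strands like counts, and the median log2 ratio of 4.93 argues against it. Swapped strands in the deposited annotation are excluded by the 6007 coding genes whose strand is that of the reference. Of the explanations tested, only counting on the strand opposite to the RNA remains. In its test, ribosomal protein genes lay at a median percentile of 95.5 among mRNAs by the count on the opposite strand, and at 42.9 by their own feature. These values go with it, so values by the deposited names need not be those of the named class. No biological explanation was tested.

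The higher mean of mRNAs with an asRNA at least as high was tested against expression. By the deposited names, the mean of 0.40 lay above 100% of 10000 lists of mRNAs with no asRNA matched on expression, whose median was 0.31, so lists matched on expression lie above the 0.15 of all mRNAs with no asRNA. By the strand of the reads, the mean of 0.68 lay above 100% of such lists, whose median was 0.00085 (29 mRNAs). Both argue against lower expression of the features as the whole cause. By the deposited names, the features need not hold the reads of the named mRNAs, so the first result need not concern mRNAs. Formation of dsRNA was not tested.

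In wild-type total lysate 1, features that are read almost only in mex67-5 xpo1-1 had more reads than in the other wild-type total lysates. Over 9 such features chosen without this library, the median was 1.51% of the mutant's level. Features chosen in the same way without replicate 2 or 3 had 0.219% and 0.313%, over 2 features each. These differ in part because reads in lysate 1 remove features from the choice. Over 8 features chosen from the cytoplasmic fractions, the medians were 1.57, 0.219 and 0.25% in the 3 total lysates. Carry-over of reads from the mutant libraries may explain this (1.51%), and where the reads came from was not tested. SUT786 and XUT_15R-327, which overlap HIS3, passed the filter on the mean count in wild type only in fits that held this library.

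For the dsRNAs and ssRNAs that the paper chose for an experiment not analysed here, the features along the opposite strand were also read. In wild-type total lysates the mean RPKM was 3.24 on Unit375 opposite to FRE5 (6.93). It was 83.7 on HPF1 and 34.6 on antisense2216 opposite to it, and 14.9 on PRY3 and 18.1 on antisense3890. Read by strand, antisense signal thus exceeded that of the mRNA at FRE5 and HPF1 and not at PRY3. For the single-stranded controls, it was 2.08 on RPS17A and 399 on antisense3540, 19.4 on RPS6A and 199.8 on antisense1120, and 0.861 on TDH1 and 2608 on antisense4050. Among the differences between total lysates, those of XUT_14F-324 (log2 fold change -7.03), HIS3 (6.91), SUT786 (6.77), YMR321C (-5.05) and CUT409 (4.88) were among the largest.

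Mitochondrial transcripts took between 9.47 and 14.3% of the counts in the mutant's total lysates and between 4.34 and 6.18% in those of wild type. Intergenic features took between 0.496 and 0.758% in the mutant's cytoplasmic fractions and between 0.2 and 0.242% in those of wild type. In the total lysates they took between 0.265 and 0.358% in the mutant and between 0.165 and 0.182% in wild type.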
